# A Quartet of PIF bHLH Factors Provides a Transcriptionally Centered Signaling Hub That Regulates Seedling Morphogenesis through Differential Expression-Patterning of Shared Target Genes in *Arabidopsis*

**DOI:** 10.1371/journal.pgen.1003244

**Published:** 2013-01-31

**Authors:** Yu Zhang, Oleg Mayba, Anne Pfeiffer, Hui Shi, James M. Tepperman, Terence P. Speed, Peter H. Quail

## Abstract

Dark-grown seedlings exhibit skotomorphogenic development. Genetic and molecular evidence indicates that a quartet of *Arabidopsis* Phytochrome (phy)-Interacting bHLH Factors (PIF1, 3, 4, and 5) are critically necessary to maintaining this developmental state and that light activation of phy induces a switch to photomorphogenic development by inducing rapid degradation of the PIFs. Here, using integrated ChIP–seq and RNA–seq analyses, we have identified genes that are direct targets of PIF3 transcriptional regulation, exerted by sequence-specific binding to G-box (CACGTG) or PBE-box (CACATG) motifs in the target promoters genome-wide. In addition, expression analysis of selected genes in this set, in all triple *pif*-mutant combinations, provides evidence that the PIF quartet members collaborate to generate an expression pattern that is the product of a mosaic of differential transcriptional responsiveness of individual genes to the different PIFs and of differential regulatory activity of individual PIFs toward the different genes. Together with prior evidence that all four PIFs can bind to G-boxes, the data suggest that this collective activity may be exerted via shared occupancy of binding sites in target promoters.

## Author Summary

An important issue in understanding mechanisms of eukaryotic transcriptional regulation is how members of large transcription-factor families, with conserved DNA–binding domains (such as the 162-member *Arabidopsis* bHLH family), discriminate between target genes. However, the specific question of whether, and to what extent, closely related sub-family members, with potential overlapping functional redundancy (like the quartet of Phytochrome (phy)-Interacting bHLH transcription Factors (PIF1, 3, 4, and 5) studied here), share regulation of target genes through shared binding to promoter-localized consensus motifs does not appear to have been widely investigated. Here, using ChIP–seq analysis, we have identified genes that bind PIF3 to conserved, sequence-specific sites in their promoters; and, using RNA–seq, we have identified those genes displaying altered expression in various *pif* mutants. Integration of these data identifies those genes that are likely direct targets of transcriptional regulation by PIF3. Our data suggest that the PIF quartet members share directly in transcriptional activation of numerous target genes, potentially via redundant promoter occupancy, in a manner that varies quantitatively from gene to gene. This finding suggests that these PIFs function collectively as a signaling hub, selectively partitioning common upstream signals from light-activated phys at the transcriptional-network interface.

## Introduction

A key component of the successful colonization of land by terrestrial flowering plants was the evolution of a developmental strategy termed skotomorphogenesis (etiolated growth). This strategy enabled post-germinative seedlings emerging from buried seed to grow heterotrophically, on seed reserves, rapidly upwards through the subterranean darkness to the soil surface. Coupled with this was the evolution of a photosensory mechanism to trigger a switch to autotrophic, photomorphogenic (deetiolated) development upon emergence into sunlight.

Genetic evidence indicates that a small subfamily of basic helix-loop-helix (bHLH) transcription factors, termed PIFs (for Phytochrome (phy)-Interacting Factors) are centrally critical to the promotion of such skotomorphogenic development in dark-grown seedlings [1]. A quadruple *pif* mutant (*pifq*), lacking PIF-family members PIF1, PIF3, PIF4 and PIF5 (termed the PIF quartet), displays morphogenic development in total darkness that strongly phenocopies that of normal light-grown seedlings [2], [3]. This observation establishes that these factors act constitutively to promote skotomorphogenic development and that their absence induces the switch to photomorphogenic development. All four quartet members have been shown individually to bind preferentially to a core G-box DNA-sequence motif (CACGTG) (a variant of the canonical E-box motif (CANNTG)) [4]–[9], and to function as transcriptional activators in transfection or heterologous systems [4]–[7], [10]. Because monogenic mutants at each of these loci have no, or minimal, visible effects on skotomorphogenesis, and the various double and triple *pif*-mutant combinations progressively exhibit increasingly photomorphogenic phenotypes in darkness, it appears that the PIF quartet members act with partially additive or overlapping redundancy to drive the skotomorphogenic pathway [2], [3], [11]–[13].

The phy family of sensory photoreceptors (especially phyA and phyB) has a central role in inducing the switch from skotomorphogenic to photomorphogenic development (deetiolation) in response to initial exposure of dark-grown seedlings to light [1], [14], [15]. The existing evidence indicates that this is achieved in large part by rapid phy-triggered degradation of the PIF proteins. The mechanism underlying this process involves the rapid, light-induced translocation of the activated (Pfr) conformer of the phy molecule from the cytoplasm into the nucleus, where it physically interacts with PIF-quartet members. This interaction induces phosphorylation of the PIF proteins which in turn triggers ubiquitylation and proteolytic degradation of the transcription factors (half-lives of 5–20 min) via the proteasome system. The altered transcriptional landscape resulting from the consequent robust reduction in steady-state abundance of these factors is the major driving force in the switch from heterotrophic to autotrophic development inherent in the deetiolation process.

A limited number of transcriptome analyses, using Affymetrix ATH1 microarrays, aimed at identifying genes regulated by the phy-PIF signaling pathway during deetiolation have been reported [3], [12], [16]–[19]. The data show that 80% of the genes that display altered expression in the *pifq* mutant in the dark are normally altered by prolonged light in fully deetiolated wild-type (WT) seedlings [17], but that only a relatively small fraction of these are misexpressed in dark-grown *pif1* [19], *pif3* [16]–[18] and *pif4pif5* mutants [12]. These results affirm the central collective regulatory function of these four PIFs in regulating the overall transcriptional network that drives the developmental switch from skotomorphogenesis to photomorphogenesis, and provide initial indications of functional redundancy at the gene expression level. These genes could be either direct or indirect targets of PIF transcriptional regulatory activity [20]. Identification of those genes that respond rapidly (within 1 h) to initial light exposure has defined a subset of PIF-regulated genes that are likely to be enriched for loci that are directly transcriptionally regulated by the PIF-quartet proteins [17]. PIF-regulated genes that conversely respond rapidly to vegetative shade in fully-green, light-grown plants have also been identified by microarray-based expression profiling [11], [21]. It is notable that these early-response genes are enriched for transcription-factor-encoding loci, suggesting a potential hierarchal network that drives a transcriptional cascade. However, rapid responsiveness alone obviously does not establish that transcriptional regulation is direct.

The advent of ChIP-chip and ChIP-seq technology has provided the opportunity to identify genes that contain binding sites for transcription factors of interest, on a genome-wide scale [20], [22], [23]. When combined with full transcriptome analysis, the data provide identification of genes that are direct targets of transcriptional regulation by the factor(s) under study. A number of such studies have recently been reported for a diversity of factors in *Arabidopsis*, using either ChIP-chip or ChIP-seq analysis of factor binding sites, coupled predominantly with Affymetrix ATH1 microarrays (representing about 80% of the protein-coding genes in the genome) for expression analysis [21], [23]–[29]. These data have begun to provide insight into the complexity of the transcriptional networks that coordinate a variety of the fundamental processes underlying plant growth and development.

Despite these advances, the use of the ATH1 microarray for expression analysis in many of these studies means that important expression changes in genes not present on this array might have been missed. In addition, the question of whether, and to what extent, closely related transcription-factor family members, such as the PIF quartet, with apparently shared DNA-target-sequence specificity, contribute toward the transcriptional regulation of common target genes does not appear to have been addressed in many existing studies of eukaryotic systems [27], [30]–[34], although a recent report by Hornitschek et al shows differential binding of recombinant PIF4 and PIF5 to various E-box variants in vitro using protein-binding microarrays, as well as shared binding *in vivo* to four selected promoters using ChIP-PCR analysis [21]. Here, using ChIP-seq analysis, we have identified PIF3-binding sites, genome wide, and, in parallel, using RNA-seq analysis of selected *pif*-mutant lines, we have defined the genes regulated by PIF3, genome-wide, in dark-grown seedlings. By merging these datasets, we have identified those genes whose expression is, at least partially, directly regulated by promoter-bound PIF3. In addition, by profiling the expression of a selected subset of these direct PIF3-targets in multiple additional *pif*-mutant combinations, we have addressed the question of whether PIF1, 3, 4 and 5 display qualitative and/or quantitative functional divergence in regulating shared target genes.

## Results

### ChIP–seq–based identification of PIF3-binding sites

Two-day-old dark-grown wild-type (WT) and MYC-epitope-tagged-PIF3 (P3M)-expressing, *pif3-3* null-mutant seedlings were used for ChIP-seq analysis. DNA prepared from MYC-antibody-generated immunoprecipitates from four independent biological replicates of each genotype was subjected to high-throughput sequencing. Statistically-significant binding peaks were defined by comparing the parallel P3M and WT ChIP samples within each replicate using the MACS algorithm [35]. 

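The 8 ChIP-seq libraries came from whole 2-d-old dark-grown seedlings of 2 genotypes, with 4 biological replicates of each. P3M seedlings express PIF3 fused to MYC-epitope repeats from the 35S promoter in the *pif3-3* null mutant, and wild-type seedlings, which lack the epitope, are the negative control for the MYC antibody. Seeds were exposed to white light for 3 h at 21°C and then to far-red light for 15 min before growth in darkness. The amount of tissue is given as about 2 g in the methods and as 4 g in the sample labels. For each biological replicate, 4 immunoprecipitates were pooled into 1 library, which was read as 36-nt single-end sequences, in 2 runs for replicates 1 and 2 and in 1 run for replicates 3 and 4. The authors aligned these reads to the TAIR9 genome with Bowtie, allowing up to 2 mismatches, and kept only reads unique in the nuclear genome. The peaks used here are those that the authors called with MACS at a p-value cutoff of 1e-05, with the P3M library of each replicate set against the WT library of the same number. There were 696 peaks in replicate 1, 2517 in replicate 2, 526 in replicate 3 and 3089 in replicate 4. Each peak carries its position, its summit, the count of P3M tags in the region, a fold over the local background, a score made from the p-value and a false discovery rate. This rate is 100% for 673, 0, 525 and 2164 peaks of replicates 1 to 4, and under 5% for 10, 115, 1 and 177 of them. A peak's fold and score are the authors' values, and each replicate has its own scale. The median peak held 87 tags in replicate 1, 109 in replicate 2, 159.5 in replicate 3 and 189 in replicate 4, and its median length was 503, 531, 548.5 and 592 bp, respectively. Tags in called peaks came to 74918, 324494, 101929 and 728394, sums that move with the number of peaks called; the peak lists hold no library totals, so that the depth of each library is unknown here. Sequences and gene positions were taken from TAIR10.1. On this assembly, the distance from summit to nearest G-box lay within 2 bp of the authors' value for 1992 of the 1995 Table S1 peaks held here, and all 1064 mean summits of Table S2 were found at the same base.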

Replicate-specific peaks (Table S1) were defined as reproducible if they were identified at the same genomic location in two or more biological replicates (overlapping Venn sectors in Figure 1A; also Table S2). For each reproducible peak, we assigned a common summit as the mean of the individual replicate-specific summits.

**Figure 1:**
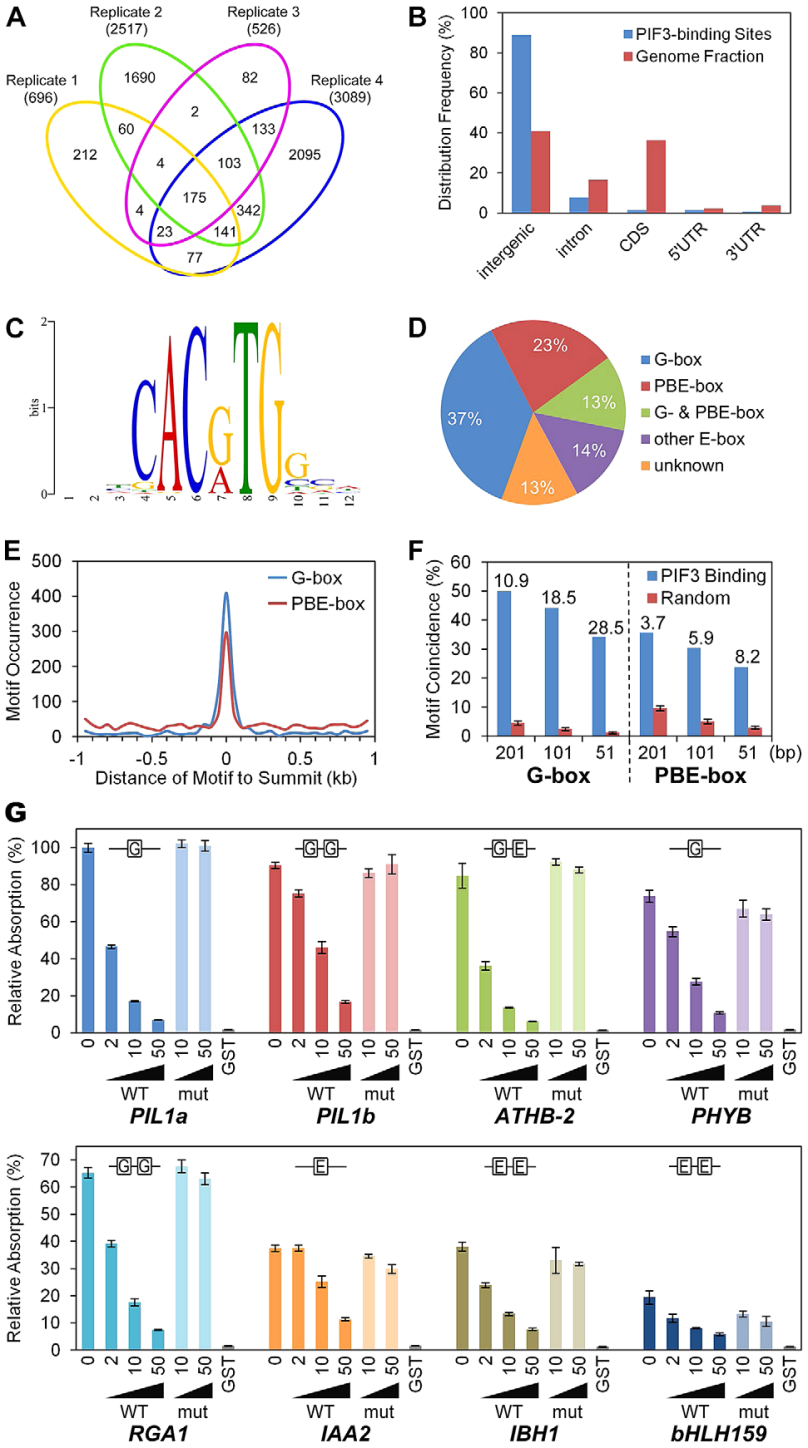
Genome-wide identification of PIF3-binding sites and motifs. (A) Venn diagram depicting total numbers (parentheses) and reproducible presence (overlapping sectors) of statistically significant PIF3-binding peaks in ChIP-seq analysis of four biological replicates (Venn ovals) of dark-grown seedlings. (B) Relative binding-peak distribution across genomic regions. (C) MEME motif search identifies two dominant PIF3-binding motifs, defined as G-box (CACGTG) and PBE-box (CACATG) motifs. (D) Percentage of PIF3 binding sites containing designated motifs. Other E-box: Variants of E-box (CANNTG) motif other than G- or PBE-box. Unknown: Unknown and/or non-statistically-overrepresented motif. (E) Distribution of the G- and PBE-box motifs in the 1 kb regions surrounding the PIF3-binding peak-summits. (F) G- and PBE-box-motif coincidence with PIF3-binding peaks (% within 201, 101, and 51 bp centered at the peak-summits) is significantly higher than in other random genomic regions of the same size. Internal numbers indicate the relative fold motif-enrichment at PIF3 binding-sites. Error bars represent the standard deviation of 100 random simulations. (G) DPI-ELISA assays of *in vitro* binding of recombinant GST-PIF3 to the G- and PBE-box motifs. Binding activity (Relative Absorbance) for each DNA probe is expressed as a percentage of each reaction relative to GST-PIF3 binding to the *PIL1a* WT probe. Data represent the mean of independent duplicates +/− SEM. WT: wild-type competitor probes. mut: competitor probes mutated at the G-box and PBE-box motifs. GST: GST negative-control binding to the biotinylated WT probes.

This analysis identified 1064 reproducible peaks which form our “high-confidence” set of PIF3-binding sites (Table S2). These sites are evenly distributed on the five chromosomes and 89% are located in intergenic regions (Figure 1B). 

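Ranked by the authors' p-values within each replicate, 8 of the leading 10 sites present in all 4 replicates lie in intergenic DNA next to *PIL1* and *ASY3*, *BBX29* and *AT5G54480*, *BBX28* and *AT4G27300*, *AT5G02580* and *HTA12*, *ATHB-2* and *AT4G16770*, *AFP3*, *ATHB4*, and *CKX5* and *AT1G75460*. The site ranked 9 lies inside the non-coding gene *AT5G01475*, where *BIM1* is a neighboring protein-coding gene. The site ranked 10 is intergenic too. It lies between the non-coding genes *AT3G02605* and *AT3G02615*, where *BRG3* (*AT3G12920*) is a neighboring protein-coding gene. *BBX28* and *BBX29* encode B-box zinc-finger proteins, *ATHB-2* and *ATHB4* encode HD-Zip class II factors, *AFP3* encodes an ABI5-binding protein and *CKX5* a cytokinin oxidase. The *BBX29* site (chromosome 5, 22115911 to 22116111) had folds of 22.8, 27.0, 17.1 and 24.1 in replicates 1 to 4 in the authors' deposited tables, the first 2 of which are the highest fold of their replicate. The *BBX28* site (chromosome 4, 13674932 to 13675132) had folds of 19.0, 25.0, 13.0 and 21.3 there, and the *AFP3* site (chromosome 3, 11384060 to 11384260), which holds 4 G-boxes, had folds of 10.7, 13.8, 10.0 and 23.5. Summits less than 100 bp apart in at least 2 replicates gave 1064 sites from 2749 of the 6828 peaks. Of these sites, 618 were present in 2 replicates, 271 in 3 and 175 in all 4, and the median distance between the outermost summits of a site was 21 bp. The most frequent combination was replicates 2 and 4 alone, with 342 sites, followed by all 4 replicates. A total of 69.5% of the peaks of replicate 1, 32.9% of replicate 2, 84.4% of replicate 3 and 32.2% of replicate 4 fell in a reproducible site. When the summits of each list were shifted by a random distance around each chromosome, 25.1 ± 5.03 sites (SD over 1000 shifts) arose by chance, with a highest value of 42 (one-sided permutation p = 0.001, the smallest that 1000 shifts can give). Replicate 4 has a peak at 994 of the sites. There were 511 sites without replicate 4, 659 without replicate 2, 446 when 3 replicates were required and 418 when only peaks at a p of 1e-10 or lower were used.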

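Chromosomes 1 to 5 held 289, 159, 219, 169 and 228 sites, against 271.7, 175.9, 209.5, 166.0 and 240.9 expected from their lengths (chi-square 3.90, p = 0.42 from 100000 multinomial draws). The mean summit of 761 sites (71.5%, exact 95% interval 68.7 to 74.2) lay in no gene annotated on TAIR10.1, where such DNA makes up 35.9% of the nuclear genome (1.99 times the expected share, exact binomial p = 3.1e-123, adjusted p = 1.8e-122 over 6 classes). The 5′ UTR was the other class with more sites than its length gives, with 163 sites (15.3%, interval 13.2 to 17.6, 3.12 times, exact binomial adjusted p = 5.5e-37). *bHLH159* (*AT4G30410*) is an example, with a summit 15 bp inside its transcribed region that was present in all 4 replicates. Coding sequence held 41 sites (3.85%, 0.136 times the expected share), introns 20 (1.88%, 0.124 times), 3′ UTRs 27 (2.54%, 0.443 times) and non-coding genes or pseudogenes 52 (4.89%, 0.489 times). Coding-sequence sites present in all 4 replicates include those in *IAA2*, an auxin-response repressor, on chromosome 3 from 8181836 to 8182036, and in *BEE1* and *BEE3*, paralogous bHLH genes of brassinosteroid signaling, on chromosome 1 from 6333419 to 6333619 and from 27761197 to 27761397. The share of intergenic sites depends on what is annotated as a gene, and was 76.4% when only protein-coding genes were counted.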

In ChIP-qPCR validation assays, all but 1 of the 38 tested regions exhibited strong binding enrichment in the P3M samples compared to the WT controls (Figure S1), indicating a low false positive rate for our ChIP-seq procedure.

### G-box and PBE-box motifs dominate PIF3-binding DNA sequences

Using the MEME program [36], we performed *de novo* motif discovery on the +/−100 bp regions surrounding the 1064 “high-confidence” PIF3 binding-peak summits described above. 

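Every strand-symmetric sequence of 6 bases was counted in the 1064 sites and in 2128 windows of the same size centred 500 bp to either side, a comparison that stands in for the MEME search. The palindrome CACGTG ranked 1st of 2080 sequences: 531 sites (49.9%) and 2.77% of the flanking windows held it, an 18.0-fold difference (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.2e-224). The sequences ranked 2nd to 5th, such as ACGTGG in 44.0% of sites, overlap CACGTG by all but 1 or 2 bases. CACATG ranked 6th, in 376 sites (35.3%) and 9.26% of flanking windows (3.82-fold, exact test as above, adjusted p = 1.2e-66). Of the 10 E-box variants CANNTG, 5 were more frequent in the sites. Besides those already named, they were CAAGTG (12.3% of sites against 6.63% of flanks), CACCTG (5.17% against 2.44%) and CAGCTG (3.01% against 1.55%), whereas CAAATG, the E-box found in the most flanking windows, was in 15.4% of sites and 15.3% of flanks (Fisher's exact test, adjusted p = 0.98). In all, 633 sequences were more frequent and 405 less frequent in the sites at an adjusted p of 0.05, and TATATA, in 13.1% of sites and 28.5% of flanks, led the second group.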

Two E-box (CANNTG) variants were identified as statistically overrepresented motifs within these PIF3-binding regions (Figure 1C). The CACGTG (‘G-box’) variant is well-established as a preferred PIF-binding motif [4]–[9]. By contrast, the CACATG variant is previously undescribed as a PIF3-binding motif, although PIF1 [37] and, recently, PIF4 [21] have been reported to bind. We conclude that this variant is a strong candidate for being a general alternative binding motif for PIF3 across the genome, and define it, therefore, as the PIF-binding E-box (PBE-box). The relative distribution of these two motifs across the 1064 PIF3 binding-sites is summarized in Figure 1D. 

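Promoters of known light and growth regulators carry each arrangement of the motifs. The site upstream of *PHYB*, which encodes the phytochrome B photoreceptor, holds 2 G-boxes and lies 134 bp from the TSS, on chromosome 2 from 8139522 to 8139722; the sequence at its summit from 8139600 to 8139625 is GCCCAGCAACCACGTGTGGCCACTAG. The site upstream of *IBH1*, a bHLH repressor of cell elongation, holds 2 PBE-boxes and no G-box, on chromosome 2 from 17907160 to 17907360, with CATGTGCCTTCATGTGGTGGTTGGCC from 17907251 to 17907276. The *WAG2* site (chromosome 3, 4800641 to 4800841) has 1 of each motif. Over all sites, a motif less than 100 bp from the mean summit was found as follows: the G-box in 533 (50.1%, exact 95% interval 47.1 to 53.1), the PBE-box in 379 (35.6%, 32.7 to 38.6), either motif in 772 (72.6%, 69.8 to 75.2) and both in 140 (13.2%, 11.2 to 15.3). A further 146 sites held another E-box variant and 146 held none. Counting G-boxes that lie wholly inside the 201 bp, 366 sites held 1, 126 held 2, 32 held 3 and 7 held 4. The share of sites with a G-box was 40.5% among sites present in 2 replicates, 60.2% in 3 and 68.6% in 4 (4 against 2 replicates, odds ratio 3.21, Fisher's exact p = 4.3e-11). The share with a PBE-box was 33.2%, 38.4% and 40.0%, a rise that did not pass this test (odds ratio 1.34, Fisher's exact p = 0.11). Either motif was in 63.6% of sites in 2 replicates and 90.9% in 4 (odds ratio 5.69, Fisher's exact p = 1.2e-13). The PBE-box shares include sites that also hold a G-box. Sites without a G-box were not tested apart, so a link of the PBE-box to reproducibility is not excluded.

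**Figure D1:**
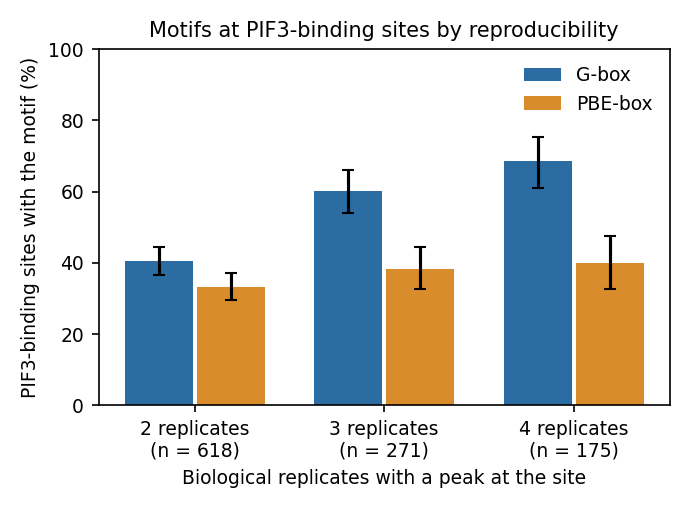
Share of PIF3-binding sites, in percent, with a G-box (blue) or a PBE-box (orange) less than 100 bp from the mean summit, for sites present in 2, 3 or 4 biological replicates, with exact 95% binomial intervals. The G-box share is 40.5%, 60.2% and 68.6%, and the PBE-box share 33.2%, 38.4% and 40.0%.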

A majority (73%) of the sites contain one or both motifs (G-box 50% and PBE-box 36%, with 13% overlap) within the 200-bp window.

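Of 1169 G-boxes in the 2-kb windows around the mean summits, 744 lay inside the 201-bp sites (63.6%, exact 95% interval 60.8 to 66.4), and of 1554 PBE-boxes, 469 (30.2%, 27.9 to 32.5). An even spread over the window would place 10.0% of either motif there, so that the shares are 6.34 and 3.00 times that level (exact binomial p under 1e-300 for the G-box and 6.3e-107 for the PBE-box). The 50 bp on either side of the summit alone held 287 and 308 G-boxes and 190 and 199 PBE-boxes. At 200 to 250 bp from the summit, the counts were 12 and 8 G-boxes and 24 and 30 PBE-boxes per 50 bp. The median distance from the summit to the nearest motif was 15 bp for both motifs where one was present, and 67.2% of the G-box sites and 65.4% of the PBE-box sites had it within 25 bp.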

A broader analysis shows that 64% of the G-box and 30% of the PBE-box motifs present in the 2 kb windows surrounding the PIF3-binding summits cluster within the designated 200-bp binding sites (Figure 1E). Similarly, both motifs are strongly enriched in these 200-bp windows compared to random 200-bp genome segments, and this enrichment increases toward the PIF3-binding summit (Figure 1F). These data establish the highly significant coincidence between PIF3 and these two specific *cis*-elements.

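Around the PIF3-binding summits, both motifs exceeded every one of 100 sets of 1064 random nuclear windows, at each of 3 window sizes (one-sided permutation p = 0.0099, the smallest that 100 draws can give). In 201-bp windows, the random sets held a G-box in 2.23% ± 0.471 of windows (SD over 100 draws) with a highest value of 3.76%, so that the sites were 22.4-fold enriched. The PBE-box was present in 9.69% ± 0.897 of random windows, with a highest value of 12.6% and a fold of 3.68 at the sites. In 101-bp windows, 44.3% of sites held a G-box (36.7-fold) and 30.3% a PBE-box (5.97-fold). In 51-bp windows, the shares were 33.6% (55.2-fold) and 23.3% (8.82-fold). Sites with both motifs within 51 bp, such as the *ATHB-2* site centred at 9443440 on chromosome 4, made up 3.48% of the sites and 0.0216% of the random windows. From the clustering and this enrichment, the paper concludes that PIF3 binding coincides with these *cis*-elements, and from the overrepresentation of CACATG it concludes that the PBE-box is a strong candidate for a general alternative PIF3-binding motif.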

To examine the potential direct interaction of PIF3 with the newly-identified PBE-box compared to that of the G-box, we performed DNA-Protein-Interaction (DPI)-ELISA [38]. We tested the binding of PIF3 to several G-box- (*PIL1*, *PHYB*, and *RGA1*) or PBE-box- (*IAA2*, *IBH1*, and *AT4G30410*) containing probes generated from various genomic PIF3-binding sites identified in the ChIP-seq analysis. Figure 1G shows that recombinant PIF3 binds sequence-specifically to all G-box- and PBE-box-containing probes, although the apparent affinity for the G-box seems overall to be higher than for the E-box. An EMSA analysis showed similar results (Figure S2). These *in vitro* binding-assay data indicate that the coincidence of PIF3-binding sites with the G-box or PBE-box motif in the ChIP-seq assay likely results from their direct interaction *in vivo*, and that the PBE-box is indeed another sequence-specific PIF-binding, E-box variant genome wide. Because all of the PIF3-binding sites tested by ChIP-qPCR in Figure S1 contain coincident G- or PBE-box motifs, these data validate the *in vivo*-binding of PIF3 to these motifs.

The binding of PIF3 to the *ATHB-2* probe, which contains one G-box and one PBE-box, provides an interesting insight. Neither the competitor mutated in both motifs (Figure 1G; also Figure S2), nor the competitor mutated only in the G-box motif (Figure S3) displayed competitive activity, whereas the probe mutated only in the PBE-box motif showed competitive efficiency similar to that of the WT sequence (Figure S2). These findings suggest that PIF3 may have differential binding affinity toward these two motifs in specific genomic contexts.

### Identification of genes associated with PIF3-binding sites

Although all ChIP-defined transcription factor binding sites may prove to be functionally significant, we have chosen here to focus on identifying those genes displaying motif-coincident PIF3-binding sites located in conventional promoter regions (defined here as “PIF3-bound genes”). Initially, from the 1064 binding sites defined above, we identified 709 sites that are both intergenic and G- and/or PBE-box-coincident (Table S2). 

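Of the 761 sites outside annotated genes, 578 (54.3% of all sites) held a G-box or a PBE-box, among them the sites upstream of *PIL1*, *HFR1*, *BBX29* and *IAA19*. *HFR1*, a bHLH gene of light signaling, has a site present in all 4 replicates with 1 G-box, on chromosome 1 from 469202 to 469402. *HAT1*, an HD-Zip class II gene, has 2 such sites, of which the farther one, 7827 bp upstream of the TSS, was present in 3 replicates and holds 2 G-boxes and a PBE-box. Motif-coincident sites of other genes fall inside annotated genes and are not in this set. The nearest upstream site of *HAT2* (chromosome 5, 19219372 to 19219572) and that of *HAT3* centred at 22326226 on chromosome 3 are present in all 4 replicates and lie in the non-coding genes *AT5G06985* and *AT3G09365*, and the site of *WNK3* lies 33 bp inside its own 5′ UTR. The count was 620 when only protein-coding genes were used, 286 when 3 replicates were required, 258 at a peak p of 1e-10 or lower and 318 without replicate 4.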

For these 709 sites, we defined PIF3-bound genes as having a binding site in the 5′ flanking DNA, within 5 kb of the transcription start site (TSS), in the absence of intervening genes. This analysis identified 596 PIF3-binding sites, with 828 associated genes, where some sites are associated with two genes on opposite strands. Of these genes, 88% have PIF3-binding sites within 3 kb of TSS, whereas the remaining 12% have sites between 3 and 5 kb upstream (Table S3). These 828 genes thus constitute a set of PIF3-bound genes whose transcription is potentially directly regulated by PIF3.

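Several promoters carry the site close to the TSS, as in *GolS3*, a galactinol synthase gene (13 bp upstream), *AFP3* (15 bp), *LSH6* (36 bp) and *PSBQ-2*, which encodes a photosystem II subunit (127 bp). Sites more than 3 kb away assign *IAA30* (4334 and 4493 bp), *bHLH87* (3838 bp), *DWF4*, a brassinosteroid biosynthesis gene with 2 sites (3703 and 4603 bp), *GA3OX1*, a gibberellin biosynthesis gene (3405 bp), and *XTH33*, a cell-wall enzyme gene (3318 bp). The *IAA30* sites lie closer to *PIF6*, 643 and 484 bp upstream of its TSS, but *PIF6* is not a bound gene by the rule used here. The 578 motif-coincident intergenic sites gave 685 PIF3-bound genes: 207 sites were given 2 genes, and 77 sites had no gene with a TSS within 5 kb and no other gene between. Of the bound genes, 613 (89.5%) had a site within 3 kb of the TSS, 72 (10.5%) only between 3 and 5 kb, and 336 (49.1%) within 1 kb, with a median distance of 1036 bp. Taken from the sites of a single replicate at a time, the share within 3 kb ranged from 87.5% (replicate 3) to 91.1% (replicate 2), with an SD of 1.52 over the 4 replicates. Protein-coding genes numbered 590, and 610 of the 685 genes are in Table S3. The number of genes was 341 when 3 replicates were required, 300 at a peak p of 1e-10 or lower, 381 without replicate 4 and 445 without replicate 2.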

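The PIF3-bound genes include *BRI1*, which encodes the brassinosteroid receptor, *YUC8* and *YUC9*, genes of auxin biosynthesis, and *GID1B*, which encodes a gibberellin receptor. Of 28 Aux/IAA genes, repressors of auxin response, 6 were bound (*IAA1*, *IAA2*, *IAA11*, *IAA19*, *IAA29* and *IAA30*), against 0.506 expected among the 37899 annotated nuclear genes (11.9-fold, two-sided Fisher's exact test, adjusted p = 6.4e-05 over 14 lists). Of 14 brassinosteroid genes, 5 were bound (*BRI1*, *DWF4*, *BEE1*, *BEE2* and *IBH1*; 19.8-fold, exact test, adjusted p = 4.7e-05), and of 19 abscisic acid genes, 5 (*ABF3*, *PYL3*, *AFP1*, *AFP2* and *AFP3*; 14.6-fold, adjusted p = 8.4e-05). The gibberellin list had 4 of 21 (*GA3OX1*, *GA2OX6*, *GAI* and *GID1B*; exact test, adjusted p = 0.0017) and the HD-Zip class II list 3 of 10 (*ATHB-2*, *ATHB4* and *HAT1*; adjusted p = 0.0018), a count that rose to 6 when only protein-coding genes were used, a setting chosen for the lists after the data were seen that also raised light signaling from 3 to 5 and gibberellin from 4 to 5. Bound members also passed the exact test for the B-box genes (3 of 19, *BBX21*, *BBX28* and *BBX29*; adjusted p = 0.011), cell wall growth (3 of 23, *XTH15*, *XTH33* and *EXPA8*; adjusted p = 0.016), light signaling (3 of 30, *PHYB*, *PIL1* and *HFR1*; adjusted p = 0.026) and auxin biosynthesis (2 of 12, *YUC8* and *YUC9*; adjusted p = 0.027). They passed it as well for the list of reference genes (2 of 9, *ACT2* and *ACT7*, 12.3-fold, exact test, adjusted p = 0.019), which was included as a control list. That fold, from 2 genes, is above the 11.9-fold of the Aux/IAA list. Passing this test therefore does not by itself set a list apart from the control. With protein-coding genes only, the fold was 8.60 for Aux/IAA and 10.6 for abscisic acid. The circadian clock list (2 of 19, *PRR9* and *GI*; exact test, adjusted p = 0.053), the cytokinin list (2 of 18, *CKX5* and *ARR8*; adjusted p = 0.052), the photosynthesis and chlorophyll list (1 of 31, *PSY*; adjusted p = 0.47) and the ethylene list (0 of 21; adjusted p = 1) did not pass. The clock and cytokinin lists did pass within 3 kb of the TSS, when 3 replicates were required and with any one replicate left out. The lists were drawn up after the paper's text and tables were read, so some members were already known from them to be bound. The call was lost for light signaling without replicate 3, for cell wall growth without replicate 1 and within 3 kb of the TSS, and for the reference genes without replicate 1 or 4 and when 3 replicates were required. Other counts fell while their calls were kept: Aux/IAA to 3 without replicate 4 and to 2 when 3 replicates were required, and brassinosteroid and abscisic acid to 3 without replicate 2, without replicate 4 and when 3 replicates were required.

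**Figure D2:**
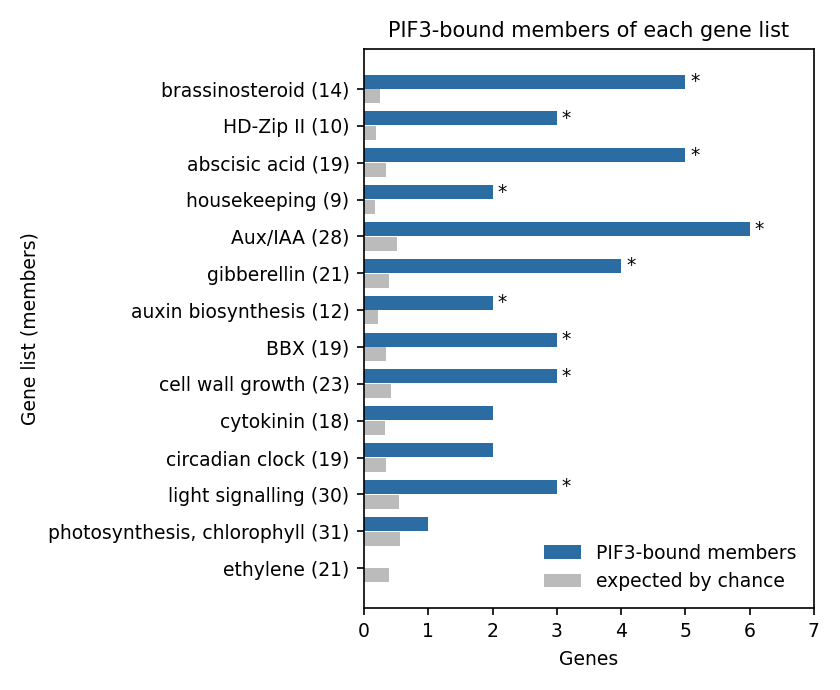
Number of PIF3-bound members (blue) of each of 14 gene lists, with the number expected from the share of bound genes among all nuclear genes (grey). Parentheses give the members tested, and asterisks mark an adjusted p under 0.05, which 10 lists reached; the Aux/IAA list has 6 bound members and the ethylene list 0.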

To provide genome-wide visualization of the ChIP-seq analysis, we developed a platform using the Integrated Genome Browser [39]. Figure 2A shows the chromosomal regions around *PIL1* and *ATHB-2*, as examples. The chromosomal region surrounding the *PIL1* gene shows a single PIF3-binding peak that is coincident with three G-box motifs located in the *PIL1* promoter region. 

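*PIL1* (*AT2G46970*), a bHLH gene induced by shade, lies on the minus strand of chromosome 2 from 19295431 to 19297858. The site upstream of it spans 19298980 to 19299180, with its mean summit at 19299080, 1222 bp from the TSS, in intergenic DNA. The peak of each replicate covers 3 G-boxes, at 1088, 1206 and 1217 bp upstream of the TSS. The latter 2 lie 13.5 and 2.50 bp from the mean summit, and the sequence that holds the nearer one, from 19299065 to 19299090, reads ACGTGCACTTCACGTGAATGCCGCGT. No PBE-box lies under the peak of any replicate. The fold at this peak was 19.8, 23.4, 16.4 and 34.1 in replicates 1 to 4 in the authors' deposited tables, with 284, 440, 610 and 1115 tags, and the value in replicate 4 is the highest of all peaks of that replicate. Replicates 1, 2 and 3 had no other peak in the region, whereas replicate 4 had 2 more, with folds of 5.81 at 19298268 and 2.96 at 19291822, that were in no other replicate.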

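The gene *ATHB-2* (*AT4G16780*) encodes an HD-Zip class II transcription factor and lies on the plus strand of chromosome 4 from 9449114 to 9450905. Within 10 kb upstream, 5 reproducible sites are centred 8320, 7032, 5674, 4860 and 3055 bp from the TSS, all in intergenic DNA. The second of these was present in replicates 1, 2 and 4 and the others in all 4 replicates. The 201-bp sites hold 1, 2, 1, 2 and 2 G-boxes in that order, and those at 8320 and 5674 bp hold a PBE-box as well. The site at 5674 bp (9443340 to 9443540) was the strongest of the group in every replicate, with folds of 18.2, 18.5, 22.8 and 33.7 in the authors' deposited tables, against 3.36 to 11.6 over the other peaks of these sites. Its G-box is in the sequence GGGTCAGATCCACGTGAAGTTCACAT, from 9443412 to 9443437, and its PBE-box spans 9443433 to 9443438. By the 5-kb limit, the sites at 4860 and 3055 bp assign *ATHB-2* as a PIF3-bound gene, and those at 8320 and 7032 bp lie 3588 and 4876 bp upstream of the TSS of the neighboring *AT4G16770*. Replicate 2 had a further peak with a fold of 3.51 within the gene, at 9450549, that was in no other replicate.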

*ATHB-2* is somewhat unusual in that it displays five specific PIF3-binding peaks in its extensive 5′-upstream region, each coincident with 1 to 3 G-box motifs (Figure 2A). ChIP-qPCR analysis scanning across the *PIL1* genomic region provides robust validation of the ChIP-seq data for this gene (Figure 2B).

**Figure 2:**
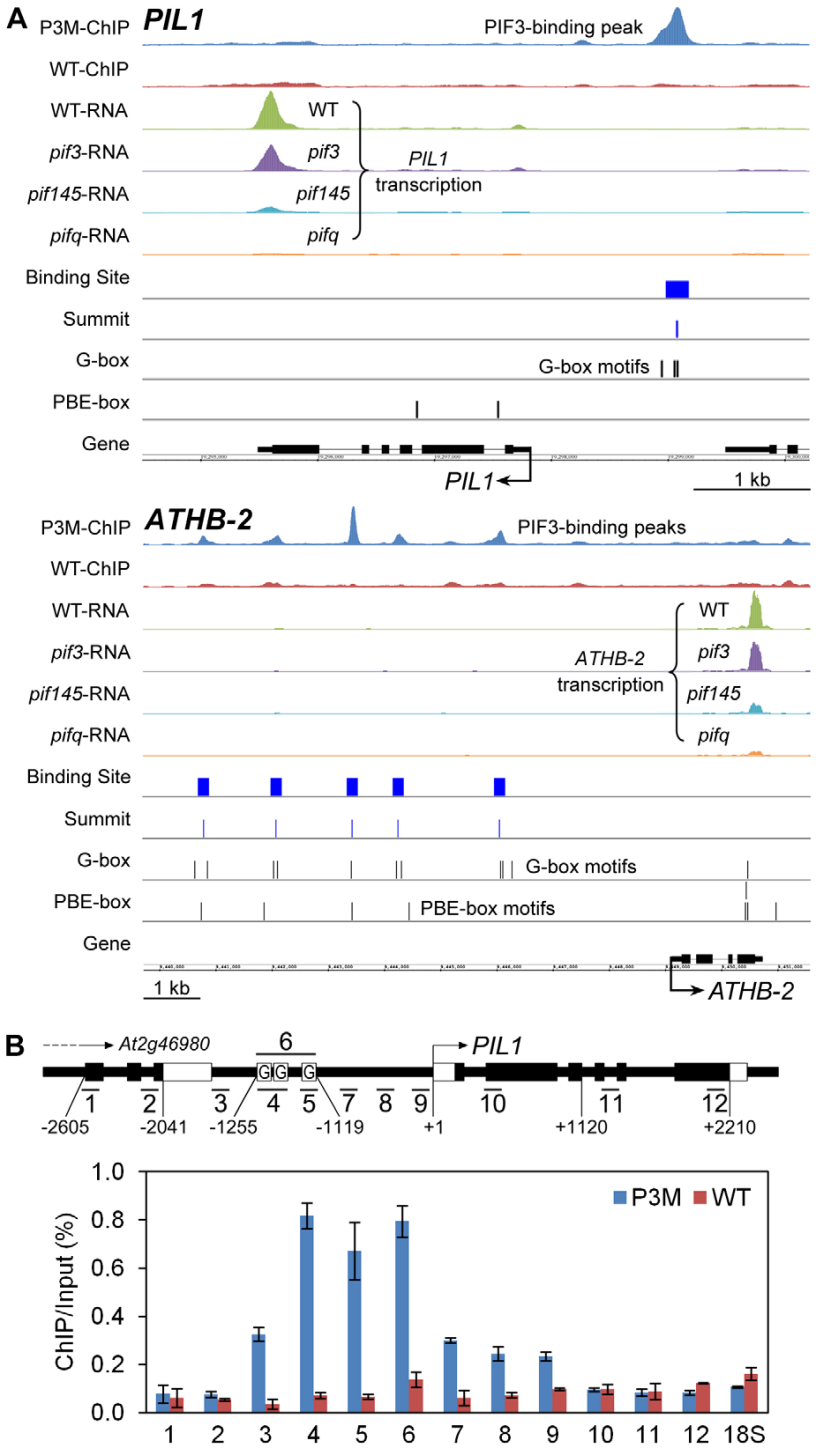
Compiled ChIP–seq and RNA–seq data identify *PIL1* and *ATHB2* as direct targets of PIF3 transcriptional regulation. (A) Visualization of ChIP-seq and RNA-seq data in the genomic regions encompassing two representative genes, *PIL1* and *ATHB-2*. The ChIP and RNA tracks show the pile-up distribution of the combined raw reads from four biological replicates of ChIP-seq data and three replicates of RNA-seq data, respectively. P3M- and WT-ChIP: DNA immunoprecipitated from PIF3-Myc-expressing and from wild-type seedlings, respectively. WT-, *pif3-*, *pif145-* and *pifq*-RNA: RNA from genotypes used for expression analysis. Binding Site: 201 bp defined as the PIF3-binding site. Summit: predicted PIF3-binding center defined from the binding-peak maximum. G- and PBE-box: Vertical lines indicate motif positions. (B) ChIP-qPCR verification of specific PIF3 binding to the G-box-located promoter region of *PIL1*. The schematic diagram illustrates the genomic region around the *PIL1* locus. The short bars with numbers show 12 specific qPCR products. The black and white rectangular boxes represent CDS and UTR, respectively. Boxes labeled ‘G’ indicate the approximate locations of three G-box motifs in the *PIL1* promoter. The relative enrichment level is represented by the percentage of co-immunoprecipitated DNA to the input control in the P3M and WT samples. Data are represented as the mean of biological triplicates +/− SEM. 18S: *18S rRNA* as internal control.

### Definition of PIF3 contribution to the transcriptional pattern collectively regulated by the PIF-quartet during skotomorphogenic development

To identify the genes regulated by PIF3, genome-wide, in the promotion of skotomorphogenic development, we performed 3′-end-capture directional RNA-seq analysis, comparing the expression profiles of 2-d dark-grown WT, *pif3*, *pif1pif4pif5* (*pif145*) and *pif1pif3pif4pif5* (*pifq*) *Arabidopsis* seedlings. Genes displaying Statistically-Significant Two-Fold (SSTF) expression changes in the three mutant genotypes compared to the WT and each other were identified as being regulated by the relevant mutated PIF(s) (Figure 3; listed in Tables S4, S5, S6, S7, S8). The degree of overlap between SSTF genes identified in these comparisons is depicted in the Venn diagrams in Figure 3B, 3C and 3D. We defined a combined total of 345 genes in the *pif3*/WT and *pifq*/*pif145* gene-sets as the composite PIF3-regulated gene-set (Table S9). Similarly, a combined total of 1454 genes in the *pif145*/WT and *pifq*/*pif3* gene-sets were defined as the composite PIF1/4/5-trio regulated gene-set (Table S10). Comparison of these composite gene-sets is displayed in Figure 3D.

**Figure 3:**
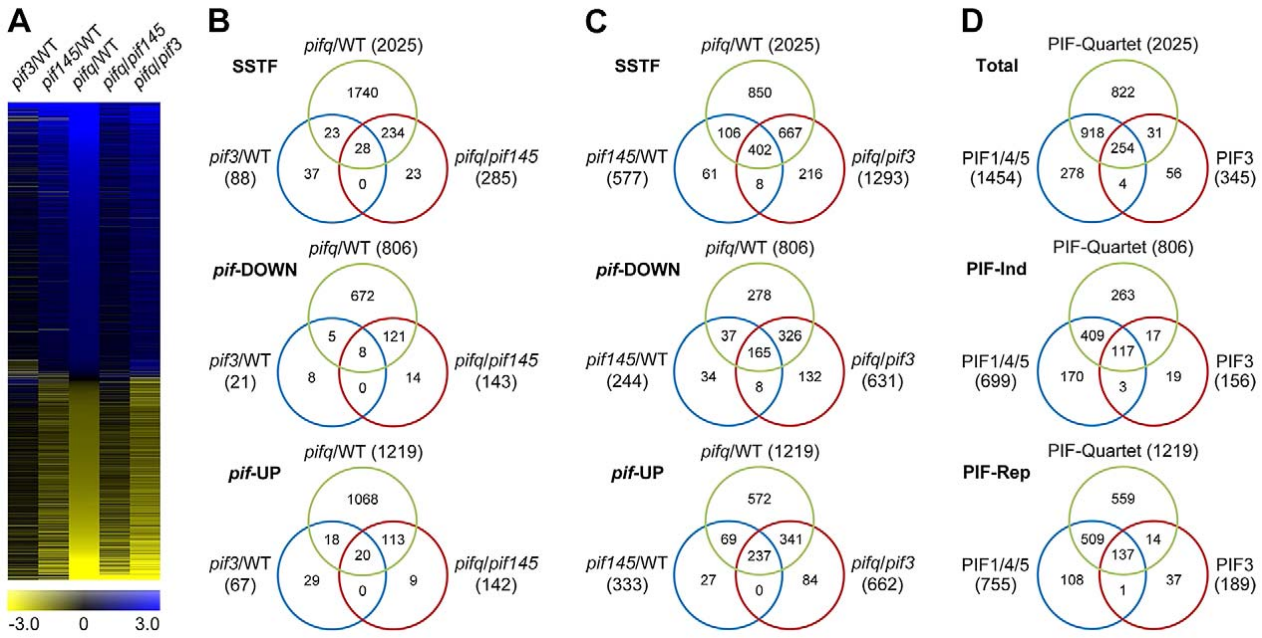
RNA–seq analysis of selected *pif*-mutants identifies PIF-regulated genes genome wide. (A) Hierarchical clustering of differentially expressed genes by fold-change in expression (log2 scale), in the five pairwise genotypic comparisons indicated (*pif3*/WT, *pif145*/WT. *pifq*/WT, *pifq*/*pif145* and *pifq*/*pif3*). Data shown are for the genes identified here as displaying Statistically-Significant, Two-Fold (SSTF) differences in any pairwise comparison. (B and C) Venn diagrams depicting total gene numbers (parentheses) and genes in common (overlapping sectors) that display SSTF differences in expression in the pairwise genotypic comparisons shown (Top Venn). Separation of genes into down-regulated (*pif*-DOWN; Middle Venn) and up-regulated (*pif*-UP; Bottom Venn) is based on the direction of the change in expression displayed in each pairwise comparison. (D) Venn diagrams summarizing the overlap between all identified PIF-quartet-, PIF1/4/5-trio- and PIF3-regulated genes. PIF3-regulated genes are defined as the combined total of the non-overlapping genes in the *pif3*/WT and *pifq*/*pif145* sets in (B). PIF1/4/5-trio-regulated genes are defined as the combined total of the non-overlapping genes in *pif145*/WT and *pifq*/*pif3* sets in (C). Separation of genes into PIF-induced (PIF-Ind; Middle Venn) and PIF-repressed (PIF-Rep; Bottom Venn) is based on the deduced action of the PIF proteins when present in WT seedlings.

The data indicate that 254 (74%) PIF3-regulated genes are also redundantly transcriptionally regulated by one or more of the other three PIF-quartet proteins. Conversely, 1740 (86%) PIF-quartet-regulated genes show no significant PIF3 dependence (Figure 3B), whereas 918 (45%) do display PIF1/4/5 regulation (Figure 3D), indicating that one or more of the other PIF-quartet members function non-redundantly with PIF3 in regulating the expression of many target genes. The general robustness of our genome-wide RNA-seq expression profiling is demonstrated by the extensive RT-qPCR validation data presented in Figure S3.

### Definition of genes that are likely direct targets of transcriptional regulation by PIF3

To identify the genes that both physically bind PIF3 in their promoters, in a G-box- or PBE-box-coincident manner, and display PIF-regulated expression (defined here as “direct-target genes”), we merged our ChIP-seq and RNA-seq data. This permitted gene-by-gene visualization of the PIF3-binding peaks and PIF-dependent transcription, genome-wide, as shown for *PIL1* and *ATHB2* in Figure 2A. The expression data for these two genes show a clear difference in transcript levels between the WT and *pifq* mutant, demonstrating the robust dependence of full expression on the presence of the PIF-quartet. Comparison of the expression peaks for the *pif145* and *pifq* mutants also suggests that PIF3 acts in the absence of the other three quartet members to promote a moderate increase in transcript levels. Overall, the combined PIF-regulated expression-patterns and promoter-located PIF3-binding sites displayed by these two genes render them likely direct-targets of transcriptional regulation by PIF3 and one or more other quartet members in promoting skotomorphogenic development.

The Venn diagrams in Figure 4 show the genome-wide overlap of the genes identified independently as displaying PIF-quartet- and/or PIF3-dependent expression in a SSTF manner, with those exhibiting promoter-located, motif-coincident PIF3-binding sites (Figure 4A, Classes X, Y and Z; listed in Table S11). By these criteria, a total of 22 genes (Classes X and Z) were identified as robustly-likely, direct-target genes of autonomous-PIF3 transcriptional regulation. Of these, 21 genes (19 PIF3-induced; 2 PIF3-repressed) also display collective PIF-quartet regulation (Class Z). 

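Of the 345 genes that the paper calls PIF3-regulated from its RNA-seq data, 18 were PIF3-bound here. They include *PIL1* and *HFR1*, bHLH genes of light signaling, *BBX29*, the cell-wall enzyme genes *XTH15* (*XTR7*) and *XTH33*, the kinase gene *SNRK2.5*, and *RD20*, a calcium-binding protein gene with a site 159 bp upstream of its TSS. A total of 17 are PIF3-induced in the paper's list, and 1, *PSBQ-2*, is PIF3-repressed. All but *GolS3* are also in the paper's list of PIF1/4/5-regulated genes, and the sites lie between 13 bp (*GolS3*) and 3838 bp (*bHLH87*) from the TSS. By chance, 6.24 bound genes were expected among the 345 (2.89-fold, Fisher's exact test, adjusted p = 1.0e-04 over 6 sets, against all annotated nuclear genes). Of the 156 PIF3-induced genes, 10.9% were bound (6.03-fold, exact test, adjusted p = 8.2e-09), and of the 189 PIF3-repressed genes, 0.529% (adjusted p = 0.33), and the difference between induced and repressed genes passed its own test (odds ratio 23.0, Fisher's exact p = 9.0e-06). With peaks at a p of 1e-10 or lower, 11 genes were bound. From the coincidence of a promoter-located, motif-coincident PIF3-binding site with PIF3-dependent expression, the paper concludes that the genes of Classes X and Z are likely direct targets of PIF3.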

The 19 PIF3-induced Z-Class genes are listed in Table 1. The bar graphs in Figure 4B and 4C portray the mean expression level (relative to WT) of all the genes in each class, for each *pif* genotype. The quantitatively robust responsiveness of the PIF3-bound genes to the presence of PIF3 in the *pif145* mutant background is evident from these data (Class Z-associated bar graphs). This robust PIF3-responsiveness was validated using RT-qPCR for selected members of the 19 PIF3-induced, Z-Class gene-set, having a range of quantitative dependence on this bHLH factor (Figure S3A).

**Figure 4:**
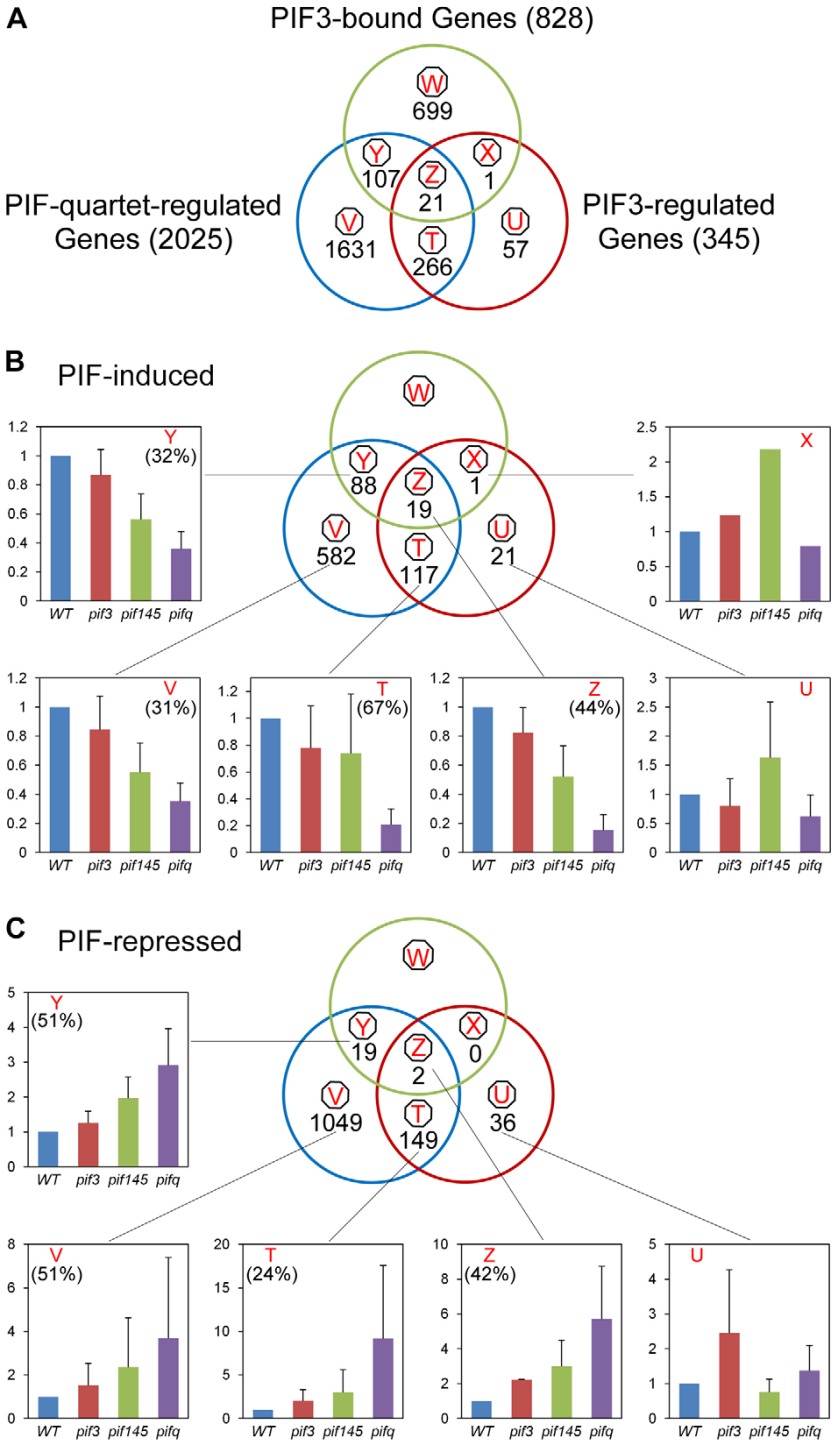
Merging of ChIP–seq and RNA–seq data identifies apparent direct targets of PIF3 transcriptional regulation. (A) Venn diagrams showing the overlap of genes displaying promoter-localized, G- or PBE-box-coincident, PIF3-binding peaks (PIF3-bound genes), with those displaying PIF-quartet- and/or PIF3-regulated expression (as defined in Figure 3D). This comparison defines seven classes of genes corresponding to the diagram sectors (circled red letters). The number of genes in each class is indicated. (B and C) Genes indicated in (A) divided into PIF-induced (B) and PIF-repressed (C) sets based on the direction of the transcriptional response elicited by the designated PIFs in dark-grown WT seedlings. The average fold-change in expression of all genes in each class relative to WT (set at unity) is shown in the bar graphs. Error bars represent the standard error for the genes averaged in each class. The percentage indicates the relative contribution of PIF3 to the total PIF-regulated expression in each class, defined by comparing *pif145* with *pifq*.

**Table 1:** Direct-target genes of PIF3-induced transcription (Class Z and YZ1.5 genes).

Functional Category/Locus	Annotation	Fold Induction (FI)				Transcriptional-response Category		
		PIF-quartet Induction	PIF3 Induction		PIF145 Induction	Direct PIF3 Induction^d^	Rapid Light Repression^e^	Reciprocal Light/Shade Regulation^f^
			PIF3 L.O.F.^a^	PIF3 G.O.F.^b^	PIF145 G.O.F.^c^			
		(WT/*pifq*)	(WT/*pif3*)	(*pif145*/*pifq*)	(*pif3*/*pifq*)			
**Transcription**								
AT2G46970	PIL1/bHLH124	97.58	1.52	17.71	65.55	Class Z	Not ATH1^g^	Class M
AT5G54470	BBX29	21.04	1.01	7.20	21.19	Class Z		
AT1G02340	HFR1/bHLH26	24.56	1.39	4.41	18.00	Class Z		
AT3G21330	bHLH87	3.09	1.17	2.07	2.69	Class Z	Not ATH1	
AT4G16780	ATHB-2	7.36	1.25	2.06	5.98	Class YZ1.5	Class 7	Class M
AT3G61830	ARF18	3.59	1.33	2.03	2.75	Class YZ1.5	Class 7	
AT4G27310	BBX28	2.93	1.28	2.00	2.33	Class YZ1.5	Not ATH1	
AT5G53980	ATHB52	3.72	1.20	1.92	3.15	Class YZ1.5	Class 7	Class M
AT4G32280	IAA29	6.43	1.03	1.91	6.35	Class YZ1.5	Class 7	Class M
AT4G01250	WRKY22	2.62	1.18	1.80	2.25	Class YZ1.5		
AT2G42870	PAR1/HLH1	2.01	0.96	1.69	2.13	Class YZ1.5		
AT1G69690	TCP15	2.53	1.06	1.66	2.43	Class YZ1.5	Class 7	Class M
AT3G25730	EDF3	4.01	1.61	1.66	2.53	Class YZ1.5	Class 7	
AT3G15540	IAA19/MSG2	3.21	1.15	1.66	2.84	Class YZ1.5	Class 7	Class M
AT1G77200	AP2-EREBP family	2.96	1.28	1.66	2.36	Class YZ1.5	Class 7	
AT3G62090	PIF6/PIL2/bHLH132	13.38	1.15	1.51	11.79	Class YZ1.5	Class 7	
**Stress/Defense**								
AT2G33380	RD20/CLO3	25.22	1.96	15.47	13.07	Class Z		
AT5G63650	SNRK2.5	6.72	1.23	3.62	5.53	Class Z	Class 7	Class M
AT4G36010	Thaumatin family	3.74	1.30	1.83	2.91	Class YZ1.5	Class 7	Class M
**Signaling**								
AT3G48260	WNK3	8.54	1.28	3.33	6.78	Class Z	Not ATH1	
**Photosynthesis**								
AT1G34630	Tim17/22/23 family	3.31	1.52	1.87	2.22	Class YZ1.5	Class 7	
**Growth/Development**								
AT4G14130	XTR7/XTH15	19.37	1.00	6.07	19.66	Class Z	Class 7	Class M
AT1G67265	RTFL21/DVL3	9.92	1.21	2.71	8.31	Class Z	Not ATH1	
AT1G10550	XTH33	3.11	1.46	2.21	2.16	Class Z	Class 7	
**Cellular Metabolism**								
AT5G04120	dPGM-like	9.35	1.53	8.04	6.22	Class Z		
AT4G11050	GH9C3	11.38	1.40	6.90	8.25	Class Z	Class 7	
AT5G51210	OLEO3	6.54	1.54	4.42	4.32	Class Z		
AT2G31980	CYS2	7.85	0.80	3.28	9.92	Class Z	Class 7	
AT5G02540	SDR	12.09	1.40	2.18	8.76	Class YZ1.5	Class 7	Class M
AT2G34020	Ca-binding EF-hand	2.14	1.04	1.96	2.10	Class YZ1.5	Class 7	
AT5G07010	ST2A	4.80	0.92	1.95	5.32	Class YZ1.5	Class 7	
**Unknown**								
AT4G35720	Unknown protein	8.30	1.04	3.98	8.10	Class Z	Class 7	Class M
AT5G02580	Unknown protein	4.68	1.01	2.38	4.68	Class Z	Class 7	Class M
AT3G17580	Unknown protein	3.94	1.05	2.17	3.82	Class Z	Not ATH1	
**Non-coding**								
AT5G26146	Natural antisense	3.08	1.35	2.63	2.33	Class Z	Not ATH1	
AT3G17110	Pseudogene	2.97	1.10	2.35	2.74	Class Z		

a PIF3 loss-of-function (L.O.F.);

b PIF3 gain-of function (G.O.F.);

c PIF1/4/5-trio gain-of function (G.O.F.);

d See Figure 4 and Figure S3;

e See [17];

f See [11];

g Gene not represented on the Affymetrix ATH1 array.

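Among the Class Y genes, the PIF-induced regulators *ATHB-2*, *IAA19*, *TCP15*, *EDF3*, *WRKY22* and *BBX28* each had a site that was present in all 4 replicates. The *IAA19* site lies 161 bp upstream of the TSS and holds a G-box and a PBE-box, the *EDF3* site 439 bp upstream holds 1 PBE-box, and the sites of *TCP15* and *WRKY22*, 2300 and 2393 bp upstream, hold 1 G-box each. *IAA29*, another Aux/IAA gene, had a G-box site 2154 bp upstream in replicates 1 and 4. With gene positions from TAIR10.1, 80 of the 107 Class Y genes in Table S11 were PIF3-bound, at a median distance of 1060.5 bp. These were 67 of the 88 PIF-induced genes and 13 of the 19 PIF-repressed ones. A site in all 4 replicates was found at 28 of the 67 induced genes (41.8%) and at 1 of the 13 repressed genes (7.69%; Fisher's exact p = 0.026, a comparison chosen after the counts were seen). The test takes the genes as independent, although a site can be given to 2 genes. Upstream sites of other members lie in other genes, as in *ATHB52*, where the site 675 bp upstream is in the non-coding gene *AT5G08095*, and *PAR1*, where the site 754 bp upstream is in the non-coding gene *AT2G09405*. The expression classes are the paper's own RNA-seq calls. Class Y genes are PIF3-bound in the paper by definition, so 80 of 107 shows how often the gene positions used here give the same assignment.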

A striking feature of our data is the relatively large number of PIF-quartet-regulated genes (107 total genes; 88 PIF-induced and 19 PIF-repressed) that display promoter-located, PIF3-binding sites, but lack evidence of SSTF-level PIF3 regulation in our RNA-seq analysis (Figure 4, Class Y; also Table S11). Nevertheless, the bar graphs of the mean expression of these genes suggest a tendency toward a consistent difference in expression between the *pif145* and *pifq* mutants, across the gene-set. In addition, combined analysis of the full set of PIF-induced, PIF3-bound genes (Classes Y and Z together) shows that there is a reciprocal continuum in the magnitude of the relative contributions of PIF3 and the PIF1/4/5-trio to the collective activity of the PIF quartet in transcriptionally activating these genes (Figure S4). To more closely examine the PIF3 contribution to the total PIF-quartet activity in the Y-Class genes, we therefore arrayed these genes by the *pif145*/*pifq* fold-change value and assayed the relative expression levels in 20 selected PIF-induced loci by RT-qPCR. Figure S3B shows that the 17 genes in this group with fold-changes >1.5 by the RNA-seq analysis, all exhibit statistically-significant (Student's *t*-test, *P*<0.05), PIF3-promoted expression increases in the *pif145* mutant compared to the *pifq* mutant by RT-qPCR. This suggests that a subset of Y-Class genes may represent additional *bona fide* autonomously-PIF3-regulated genes that are below the resolution of the SSTF criteria we imposed on our RNA-seq analysis. We have therefore designated these 17 as Class YZ1.5 genes, having moderate (>1.5-fold), but statistically significant, regulation by PIF3 (Table 1). The evidence indicates, therefore, that a combined total of at least 38 YZ1.5- and Z-Class genes are direct targets of moderate to robust transcriptional regulation by promoter-bound PIF3. Because an additional 34 of the 88 Y-Class genes also display >1.5-fold PIF3-induced expression (Figure S3B and Table S11), it is possible that the number of direct targets of partial PIF3 transcriptional regulation is yet larger.

The W-class genes are those that display promoter-localized, G- or PBE-box-coincident PIF3-binding peaks, but no differential expression between the *pifq* mutant and wild type (Figure 4A). This observation is consistent with data from a variety of organisms that have shown that transcription factors vary greatly in their number of genomic binding sites, and that binding events can vastly exceed the number of known or possible direct gene targets [40]. The reasons for this phenomenon here are unclear but could include functional redundancy with other factors, including other PIF proteins. 

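The rapidly light-regulated genes of Table S12 with a PIF3-binding site include *GIGANTEA* (*GI*), a circadian clock gene (1049 bp upstream, PBE-box), *ACHT4*, a thioredoxin gene (460 bp, G-box), *CKX5* (635 bp, 3 G-boxes) and *WAG2*, a protein kinase gene (1129 bp), each present in all 4 replicates. A site near *AT5G28300*, 1816 bp upstream, was the fifth of this kind. *GAI*, which encodes a DELLA repressor of gibberellin response, *BAM1*, *RAV1* and *BBX21* (listed there as *STH2*) had sites in 2, 3, 3 and 3 replicates. In total, 36 of the 41 genes were PIF3-bound: 26 of 29 that the paper lists as light-induced and 10 of 12 listed as light-repressed. Their median distance from site to TSS was 1002.5 bp. The genes with no site by these rules were *TMAC2*, *AT3G12920*, *HAT3*, *DREB1A* and *AT5G04830*. All 41 are PIF3-bound in the paper by the definition of the W class, so 36 of 41 shows how often the same assignment was reached here. The light responses were not measured in the samples used here.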

Consistent with this possibility, a subset of 41 of the total 699 W-class genes exhibit rapid light responsiveness [17] upon initial exposure (Table S12).

### Definition of genes that are potential direct targets of transcriptional regulation by PIF1, 4, and/or 5, as well as PIF3

The reciprocal continuum in relative PIF3 and PIF1/4/5-trio contributions to the collective PIF-quartet transcriptional activation of PIF-induced, Y- and Z-class genes referred to above (Figure S4), indicates that PIF1, 4 and/or 5 contribute substantially to the regulation of these PIF3-bound genes. To identify the individual genes in this set displaying a significant PIF1/4/5 contribution, we compared the Y- and Z-class genes (Table S11) with those defined above as PIF1/4/5-regulated (Figure 3D; also Table S10). Overall, 92 (72%) of the 128 combined Y- and Z-class genes exhibit regulation by PIF1, 4 and/or 5 (Table S11), as shown by significant differences in the *pif145*/WT and/or *pifq*/*pif3* comparisons. More notably, all 38 PIF3-induced direct-target genes (Class YZ1.5 and Z) are also PIF1/4/5-induced (Table 1). Because all four PIFs have been shown to bind to the G-box motif in sequence-specific fashion [4]–[9], it appears probable that these PIF-quartet-regulated genes, displaying promoter-located PIF3-binding sites (Figure 4; also Table S11), may be directly regulated by one or more of the other quartet members, in addition to, or instead of, PIF3.

### Transcription-factor genes are the dominant targets of direct transcriptional regulation by the PIFs

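In Table S11, the transcription category holds 36 of the 128 Class Y and Z genes, and 28 of these were PIF3-bound here. *PIL1*, *BBX28*, *BBX29*, *HFR1*, *bHLH87*, *ATHB-2*, *TCP15*, *EDF3*, *IAA19* and *WRKY22*, transcription genes of Table 1, had a site in all 4 replicates, and *IAA29* and the AP2-EREBP family gene *AT1G77200* a site in 2 replicates. These make up 12 of the 16 transcription genes in Table 1. The others, *ARF18*, *ATHB52*, *PAR1* and *PIF6*, have a site nearby that does not meet the rule for a bound gene. The remaining categories of Table S11 had 17 of 20 genes bound for cellular metabolism, 8 of 12 for stress and defense, 7 of 11 for signaling, 6 of 7 for growth and development, 5 of 6 for hormone, 3 of 6 for photosynthesis and chloroplast, 4 of 4 for transport and 19 of 26 for unknown function. Over all categories this gives 97 genes (75.8%), of which 37 had a site present in all 4 replicates. The categories are the paper's, and their share among all genes of the genome was not computed. All 128 genes are PIF3-bound in the paper by the definition of these classes. The shares above therefore show how often the gene positions used here give the same assignment, and are not rates of binding.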

Categorization of the YZ-class genes by the known or predicted functions of their encoded products reveals substantial enrichment in a diversity of transcription-factor-encoding genes (Table 1; also Figure S5 and Table S11), consistent with the concept that these multiple direct targets of the PIF quartet function at the apex of a primary transcriptional-cascade to regulate the downstream transcriptional network. It is also notable, however, that a considerable number of the YZ-class genes that have other cellular functions are also apparent direct targets of transcriptional regulation by the PIFs, including two non-protein-encoding genes of unknown function (Table 1).

### Definition of light-regulated direct-target genes of PIF3

Previously, by microarray profiling, we identified a subset of genes (designated Class 7) that, in dark-grown seedlings, exhibit a PIF-quartet-dependent expression pattern, that is rapidly reversed (within 1 h) upon initial exposure to phy-activating R light [17]. Of the 24 rapidly light-repressed Class 7 genes displaying promoter-localized, G- or PBE-box-coincident PIF3-binding peaks, 21 (88%) are either Class YZ1.5 or Z genes here (Table 1). These genes are thus identified as a subset whose expression is directly promoted, at least partially, by PIF3 transcriptional activation in the dark, and is rapidly reduced in the light, at least in part, by photoactivated-phyB-induced PIF3 degradation. It is notable that 9 of these genes (43%) encode transcription factors (Table 1), indicative of being master regulators at the apex of the downstream transcriptional cascade controlled by the phy signaling pathway.

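Of the 21 genes marked Class 7 in Table 1, 14 were PIF3-bound with the gene positions used here. They are the transcription factor genes *ATHB-2*, *TCP15*, *IAA19*, *IAA29*, *EDF3* and *AT1G77200*, the cell-wall genes *XTR7*, *XTH33* and *GH9C3*, and *SNRK2.5*, *SDR*, *AT2G34020*, *AT5G02580* and the mitochondrial import gene *Tim17*. The nearest site with a motif lay from 124 bp (*Tim17*) to 3318 bp (*XTH33*) from the TSS, with a median of 1273.5 bp. It holds a G-box in 11 of the genes and only PBE-boxes in *EDF3*, *SDR* and *AT1G77200*. *XTH33* also has a nearer site, 599 bp upstream, with neither motif. The *XTR7* site (chromosome 4, 8140058 to 8140258) lies 1766 bp upstream and was present in all 4 replicates, and the *Tim17* site (chromosome 1, 12684952 to 12685152) was present in replicates 1 and 4. *ST2A*, a sulfotransferase gene, has a G-box site 1860 bp upstream in all 4 replicates, with the non-coding gene *AT5G01275* between the site and its TSS. The response to red light was not measured in these samples.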

In striking contrast to the light-repressed Class 7 genes, only 7 of the 115 rapidly light-induced Class 7 genes (6%) [17] display PIF3-binding peaks that are coincident with a G-box or PBE-box, and of these only 2 genes (<2%) (*PSY* and *KAI2*) exhibit derepression here in the dark-grown *pifq* mutant. 

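*PSY*, which encodes phytoene synthase of carotenoid biosynthesis, lies on the minus strand of chromosome 5 from 5659554 to 5662997. Its site spans 5664174 to 5664374, 1277 bp upstream of the TSS in intergenic DNA, holds 1 G-box and was present in replicates 2 and 4. The fold of its peak was 3.92 in replicate 2 and 4.37 in replicate 4 in the authors' deposited tables, close to the median of 4.01 and 4.73 over all peaks of those replicates. *KAI2*, a karrikin receptor gene, lies on the minus strand of chromosome 4 from 17616659 to 17618656. A site with 1 G-box spans 17619090 to 17619290, 534 bp upstream of its TSS, and was present in replicates 1 and 4 with folds of 4.44 and 4.92 in the deposited tables. The annotation used here places this summit in the 5′ UTR of the neighboring gene *AT4G37480*. No site was found at *PSY* without replicate 2, without replicate 4 or when 3 replicates were required.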

No individual PIF3 contribution to this repression was detectable here. Collectively, these data indicate that PIF3 acts predominantly, if not exclusively, to activate the expression of direct-target genes in dark-grown seedlings. Conversely, the 94% (108/115) of light-induced Class 7 genes that do not display G- or PBE-box coincident PIF3-binding peaks, might suggest that one or more of the proposed direct targets of the PIF quartet (Table 1) can act as key repressor(s) that regulate a diverse set of light-induced genes.

Recently, we defined a small core set of 14 Class 7 PIF-quartet-regulated genes (called M-Class genes) that display rapid, reciprocal, transcriptional responsiveness to light and vegetative shade in dark-grown and light-grown seedlings, respectively [11]. 

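Of the 12 genes marked Class M in Table 1, 9 were PIF3-bound: *PIL1*, *ATHB-2*, *TCP15*, *IAA19*, *XTR7*, *SDR* and *AT5G02580*, each with a site in all 4 replicates, and *IAA29* and *SNRK2.5*, each with a promoter site in 2 replicates. The *SDR* site (chromosome 5, 566017 to 566217) lies 2308 bp upstream and holds 1 PBE-box, and the *AT5G02580* site (chromosome 5, 579237 to 579437) lies 407 bp upstream and holds 2 G-boxes. *SNRK2.5* has a second site, present in 3 replicates, 84 bp inside its transcribed region in the 5′ UTR. The other members, *ATHB52*, the thaumatin family gene *AT4G36010* and *AT4G35720*, have sites that lie inside annotated genes, for *AT4G36010* and *AT4G35720* 120 and 86 bp inside their own 5′ UTR. The shade response of these genes was not measured in the samples used here.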

Our present analysis shows that 11 (79%) of these M-Class genes are identical to those identified here as dual Class 7 and YZ1.5-/Z-Class genes (Table 1), indicating that they are likely direct targets of PIF3 regulation, not only during skotomorphogenesis and deetiolation, but also subsequently, on a continuing basis, through juvenile vegetative development. The correlated PIF3-binding and PIF-regulated transcriptional behavior of several of these M-Class genes, determined by merging the ChIP-seq and RNA-seq data, is depicted in Figure S6.

### Individual PIF-quartet members display quantitatively differential regulation of different direct-target genes

Because our data indicate that the contribution of PIF3 to the total level of expression collectively regulated by the PIF-quartet is quantitatively variable between genes (Figure 2A; Figure 4B, 4C; Figures S3 and S4), we wished to determine whether the other members of the PIF-quartet display a similarly variable pattern of regulation. For this purpose, we assayed the expression by RT-qPCR of a selected set of apparently PIF3 direct-target genes (Classes Z and YZ1.5), in the four different *pif* triple mutants compared to the *pifq* mutant and WT (Figure 5A). The relative autonomous contribution of each individual PIF (in the absence of the other three quartet members) to the total, collective PIF-quartet-supported expression was calculated as a percentage of the total difference in expression between the WT and *pifq* mutant, for each separate gene. The data reveal a striking diversity of relative contributions, both between the individual PIFs, and between genes for any individual PIF, in two-dimensional-matrix fashion (Figure 5B). Particularly notable is the dominant role played by PIF1 in promoting the expression of the majority of these genes. On the other hand, PIF3 contributes strongly to *ARF18*, *SNRK2.5* and *BBX28* expression, PIF4 strongly activates *ST2A* and *ATHB-2*, PIF5 contributes actively to *AT5G02580*, *ATHB-2* and *XTR7* expression, while all four PIFs contribute substantially to *IAA19* transcription. Because all these tested genes are prospective direct-target genes of multiple PIF-quartet members, our findings suggest that there is an intricate combinatorial network, in which the individual PIF-quartet factors collaborate to transcriptionally regulate an array of direct-target genes, through potentially common DNA binding sites, with quantitatively differential regulatory activity.

**Figure 5:**
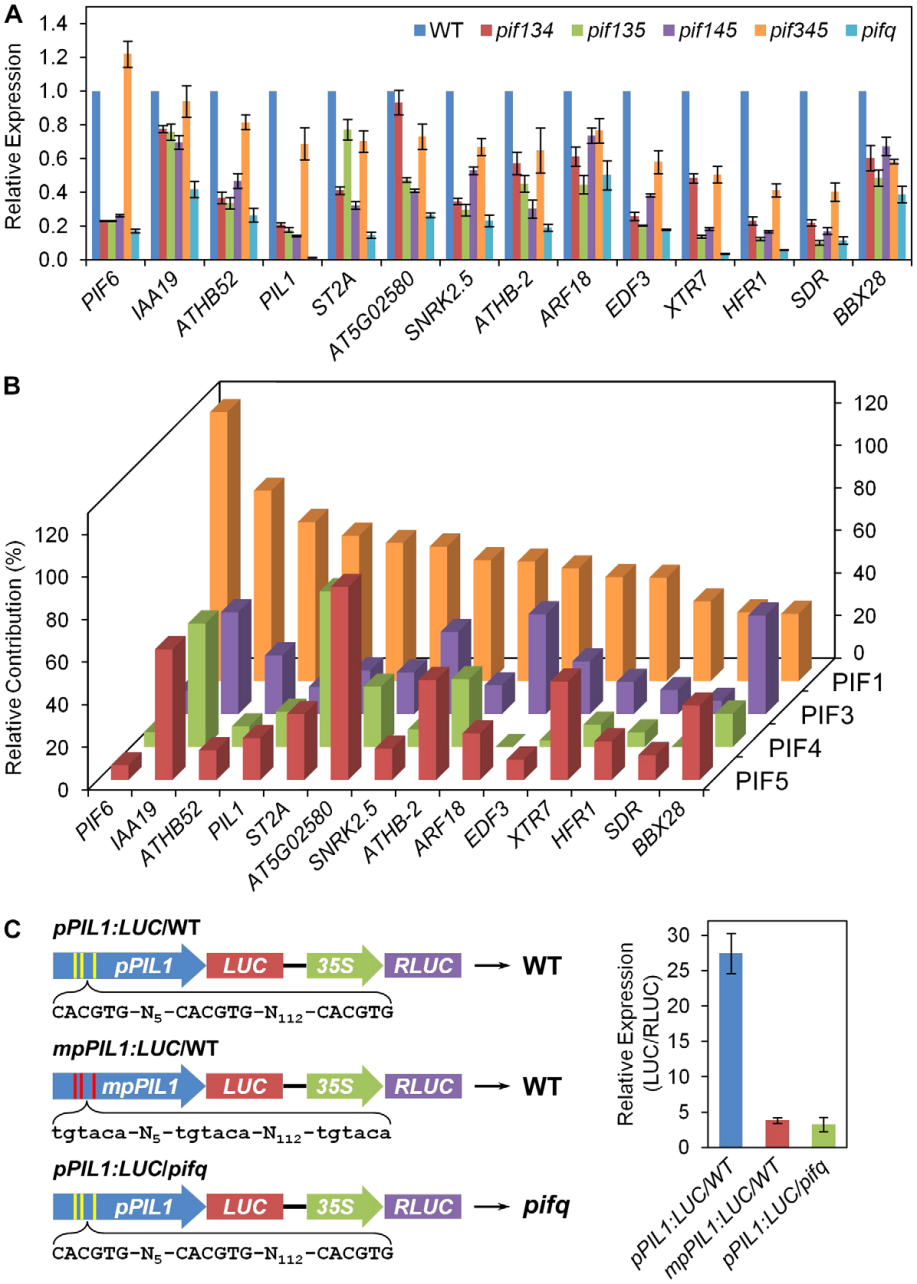
Differential regulation of PIF3 direct-target genes by individual PIF-quartet proteins. (A) Individual PIF-quartet members display diverse patterns of shared regulatory activity toward genes defined as direct targets of PIF3 transcriptional activation. Expression levels in the *pifq* and *pif*-triple mutants indicated, were determined by RT-qPCR, normalized to an internal *PP2AA3* control, and presented relative to WT levels set at unity. Data are represented as the mean of biological triplicates +/− SEM. (B) Matrix of relative contributions from individual PIF proteins toward the shared transcriptional activation of individual, potentially-shared direct-target genes. Percent contribution is calculated as the proportion of the total differential expression between *pifq* and WT, that is contributed by the differential expression between *pifq* and each *pif*-triple mutant. (C) *In planta PIL1* promoter activity requires both G-box motifs and PIF-quartet members. Left: Schematic of *pPIL1:LUC* constructs expressed transgenically in either WT or *pifq* plants, as indicated. Yellow and red stripes represent the locations of three native (*pPIL1*) and mutated (*mpPIL1*) G-box motifs, respectively, in variants of the *PIL1* promoter, as shown by the DNA sequences displayed below each construct. A contiguous 35S-promoter driven *RLUC* reporter was included as an internal control in each construct. Right: Mean expression of the *LUC* reporter gene is shown as LUC enzyme activity normalized to the RLUC control in the same transgenic plant. Data represent the means of 6 or 7 independent transgenic lines +/− SEM.

Comparison of our data with recently published ChIP-seq-identified PIF4- and PIF5-binding sites [21], [24] supports this conclusion (Figure S7). Although the three studies were performed under contrasting experimental conditions, our analysis shows that 82% of genes with promoter-located, G- or PBE-box-associated PIF3-binding peaks identified here, also display PIF4- and/or PIF5-binding peaks (Figure S7A). Perhaps more striking, 89% of the 128 PIF3-binding, PIF-quartet-regulated genes identified here (Y- and Z-class genes in Figure 4A), are also bound by PIF4 and or PIF5, with 52% being bound by all three PIFs (Figure S7B; Table S11).

One possible mechanistic basis for the differential control of shared target genes by the individual PIF-quartet members described above (Figure 5) is that each PIF transcription factor has a different spatial expression pattern across the plant. To examine this possibility, we expressed *pPIF:GUS* fusions for each of the *PIF* genes transgenically in *Arabidopsis* seedlings, and assayed the distribution of GUS expression histochemically. The data show that all four *PIF* promoters support expression broadly throughout the seedling shoot tissue, with largely similar distribution patterns between the quartet members, within the resolution of this procedure (Figure 6A–6D).

**Figure 6:**
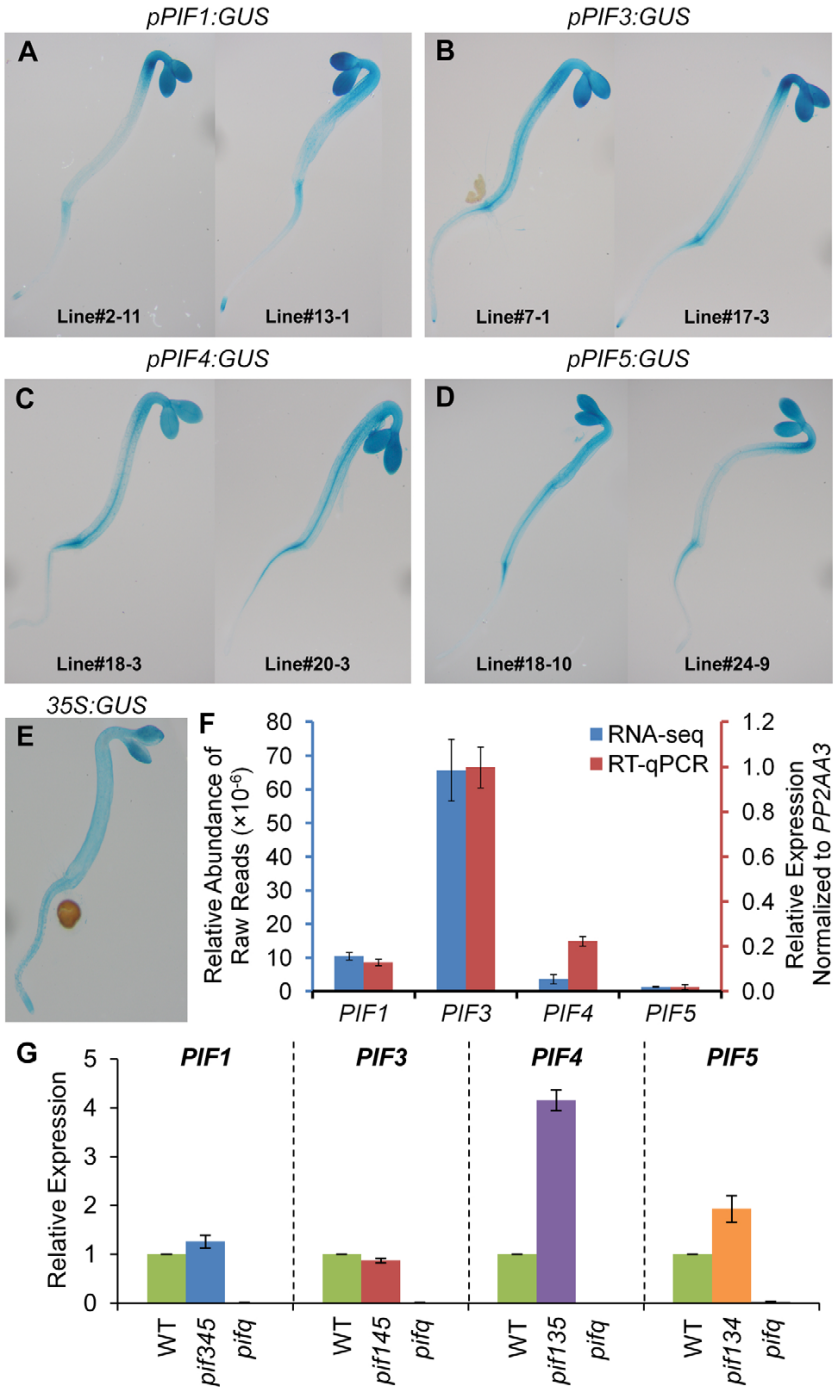
Expression patterns of PIF-encoding genes. (A–E) Representative images of histochemical staining of GUS activity in 2-d-old dark-grown transgenic seedlings. The *GUS* reporter gene is driven by *PIF1* (A), *PIF3* (B), *PIF4* (C), *PIF5* (D) and *CaMV 35S* (E) promoters, respectively. Data of biological triplicates were collected from two independent transgenic lines, and representative images are shown for each transgene. (F) Steady-state transcript levels of PIF-encoding genes defined by RNA-seq and RT-qPCR analyses in 2-d-old dark-grown WT seedlings. Data are presented as the mean of biological triplicates +/− SEM. (G) Relative expression of PIF-encoding genes in 2-d-old dark-grown *pifq* and *pif*-triple mutants. Expression was determined by RT-qPCR, normalized to an internal *PP2AA3* control, and presented relative to WT levels set at unity. Data are represented as the mean of biological triplicates +/− SEM.

In principle, differences in absolute expression levels among the PIF-quartet members could also be a fundamental determinant of differences in PIF-promoted expression of target genes (Figure 5). However, this does not appear to be the case here. Examination of the RNA-seq profiles, and independent RT-qPCR analyses, of *PIF1*, *PIF3*, *PIF4* and *PIF5* expression, shows that, while there are marked differences in expression between these genes in wild-type seedlings (Figure 6F), these are not strongly correlated with the respective patterns of target-gene expression (Figure 5). In particular, *PIF1* and *PIF3* display expression levels that are robustly converse to their respective general levels of transcriptional activation. Similarly, and more importantly, although the expression levels of *PIF4* and *PIF5* are significantly elevated in the relevant triple mutant compared to wild-type (Figure 6G), these differences also do not correlate with the overall differential expression patterns of the target genes. While these elevated levels could indicate that the computation in Figure 5B overestimates the normal, relative contributions of these two PIFs to the collective PIF-quartet activity, displayed when all four PIFs are present, they do not account for the apparent dominance of PIF1 or the diversity of response-patterns between the genes.

Taken together, these results suggest that the sometimes strikingly different quantitative contributions of the individual PIFs to the expression of a given target gene appears unlikely to be primarily due to either differences in transcriptionally-driven PIF abundance or differences in spatially-determined abundance of the PIF-quartet-members. It appears more likely that these differences are due to intrinsic differential activities of the individual PIFs in the context of the individual target-gene promoters. In addition, because the *GUS* expression pattern driven by the CaMV *35S* promoter (Figure 6E) overlaps substantially with that driven by the *PIF* promoters (Figure 6A–6D), it seems reasonable to expect that the majority of PIF3-binding sites detected by ChIP-seq analysis here, using *35S*-driven PIF3-Myc expression, will reflect sites that are normally available to PIF3 generated by endogenous *PIF3* promoter activity.

### The G-box motifs in the *PIL1* promoter are functionally necessary for PIF-quartet promoted expression

The robust binding of PIF3 to the G-box-containing region of the *PIL1* promoter detected by ChIP-seq analysis (Figure 2) and *in vitro* assay (Figure 1G and Figure S2), and the partial autonomous promotion of *PIL1* expression by PIF3 observed by RNA-seq analysis (Figure 2A, Figure 5, and Figure S3A), provides strong evidence that *PIL1* is a direct target of PIF3 transcriptional regulation via physical interaction of the bHLH factor with these *cis*-elements. Conversely, because the non-PIF3 quartet members contribute robustly to the collective PIF-quartet-dependent expression of *PIL1* (Figure 2A and Figure 5), and given that these non-PIF3 members also bind selectively to G-box motifs [4]–[9], it might be predicted that PIF1, 4 and/or 5 transcriptional activation of *PIL1* will, like PIF3, be exerted through interaction with the G-boxes in the *PIL1* promoter [5], [6]. To examine this prediction, we tested the functional necessity of these G-box motifs to *PIL1* expression using reporter constructs in transgenic seedlings. The data show that activation of the *PIL1* promoter requires both the presence of one or more of the PIF quartet and one or more of the G-boxes (Figure 5C), indicating that the G-box elements are the major, if not sole, targets of PIF-quartet transcriptional activation activity. By contrast, it is notable that, although a recent report shows that PIF7 also binds to the G-box region of the *PIL1* promoter in a manner that is functionally important for shade-induced expression of this gene in light-grown seedlings [41], the extremely low residual levels of *PIL1* expression in dark-grown *pifq* seedlings compared to wild-type (Figure 2A and Figure 5A) indicate that PIF7 has minimal, if any, contribution under these conditions. Together, the evidence suggests that, to the extent that the PIF-quartet members share transcriptional activation of *PIL1* (Figure 5A and 5B), they do so by sharing the G-box motifs as interaction sites. This conclusion is consistent with the demonstration that PIF3 binds to all three G-box motifs in the *PIL1*-promoter cluster, both *in vivo* (Figure 2B) and *in vitro* (Figure 1G and Figure S2). By extrapolation, the other Y- and Z-Class, PIF-quartet-regulated genes, established here as being direct-targets of PIF3 transcriptional regulation through G- or PBE-box binding motifs, are strong candidates for likewise being targets of functionally active, direct binding-site sharing among the four PIF factors.

## Discussion

Previous genetic studies have established that the overarching biological function of the PIF quartet is to promote skotomorphogenic growth and development in post-germinative seedlings in darkness, and to promote shade-avoidance behavior in deetiolated seedlings in response to exposure to neighboring vegetation [2], [3], [11], [42]. The evidence shows that the quadruple *pifq* mutant is strongly impaired in skotomorphogenic growth and development in dark-grown seedlings and has reduced shade-avoidance responsiveness to signals from neighboring vegetation in green seedlings [2], [3], [11]. In addition, there are indications that the contributions of individual PIF members to the collective activities of the quartet vary quantitatively, both between the PIFs for a given morphogenic-response feature, and between morphogenic-response features for a given PIF. For example, experiments comparing single, double, triple and quadruple *pif*-mutant combinations indicate that the individual PIFs appear to contribute additively or synergistically, in more or less equivalent fashion, to the promotion of hypocotyl-cell elongation growth in dark-grown seedlings [2], [3], [11]. By contrast, PIF1 appears to dominate the concomitant suppression of cotyledon separation that occurs in these same seedlings during dark-growth [2], [11]. In green seedlings, on the other hand, PIF4 and/or PIF5 appear to have a major role in promoting the stem and petiole elongation intrinsic to shade-avoidance in response to vegetative shade [21], [42], whereas PIF3 [43], together with PIFs 4 and 5 [44], contribute strongly to growth during the night period under diurnal light/dark cycles. Consistent with this general pattern, another related bHLH factor, PIF7, displays only moderate involvement in seedling deetiolation [45], but has a prominent role in shade avoidance [41]. Although a limited number of previous studies have examined the transcriptome regulated by PIF-quartet members in seedlings in darkness [3], [12], [16]–[19] and vegetative shade [11], [21] using the Affymetrix ATH1 array, these studies did not provide full genome coverage and did not permit dissection of potential quantitative differences in transcriptome profiles controlled by the individual PIFs.

The RNA-seq analysis performed here defines, with full genome coverage, the transcriptome collectively regulated by the PIF quartet in promoting skotomorphogenesis, and provides initial definition of the extent, and quantitative partitioning, of shared transcriptional control of the genes within of this network between PIF3 and the PIF1/4/5-trio. Superimposed on these data, our ChIP-seq analysis has identified a subset of these genes that are likely direct targets of PIF3 transcriptional regulation, exerted by physical binding of this factor to promoter-localized G- or PBE-box recognition-motifs (Class X, Y and Z genes, combined; Figure 4). The predominant pattern of PIF-regulated expression of these PIF3-bound genes (108 (84%) of 129 total) is one of high levels in the presence of the wild-type PIF factors, and reduced levels in the genetically-imposed absence of these factors in dark-grown seedlings, indicative of transcriptional activation by PIF3 and/or one or more of the other three PIF-quartet members. This pattern is consistent with the existing reports that all four factors function intrinsically as transcriptional activators, at least in transfection or heterologous expression systems [4]–[9], and with the demonstration here and elsewhere [21] that these PIFs function to activate *PIL1*-promoter-driven expression in transgenic seedlings (Figure 5C). 

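Genes that the PIFs induce hold most of the PIF3-bound genes with PIF-regulated expression. Of 98 Class X, Y and Z genes bound here, 84 (85.7%) are PIF-induced, such as *IAA19*, *HFR1* and *XTR7*, and 14 are PIF-repressed, such as *PSBQ-2*. All genes of these classes are PIF3-bound in the paper by definition, so this share follows largely from the paper's own 84%. Of the 1446 annotated genes that the paper calls PIF1/4/5-regulated, 82 were bound against 26.1 expected (3.14-fold, Fisher's exact test, adjusted p = 1.9e-19 over 6 sets). Among these 82, 70 are Class Y and Z genes already counted above, so this set is not separate from the first. Of the 698 induced genes, 72 were bound (10.3%, 5.71-fold, exact test, adjusted p = 3.5e-32), and of the 748 repressed genes, 10 (1.34%, 0.740-fold, adjusted p = 0.40). The odds of being bound were 8.49 times higher for induced than for repressed genes (Fisher's exact p = 1.4e-14). The overlap of 82 genes was 50 at a peak p of 1e-10 or lower, 53 when 3 replicates were required and 54 without replicate 4. The directions are those of the paper's RNA-seq comparisons, which were not analysed here.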

We have therefore focused here primarily on this predominant class of PIF-transcriptionally-activated genes.

Our data indicate that there is a continuum, from robust to marginal, in the extent of the contribution of PIF3 to the combined transcriptional regulatory activity of the PIF quartet toward the PIF-induced, Class Y and Z genes (Figure S4). Conversely, by definition, there is a complimentary continuum in the share of this combined activity provided by the collective actions of PIFs 1, 4 and 5. These data imply at least some degree of shared, but quantitatively differential, transcriptional-regulatory activity among the PIF-quartet members toward individual genes that are apparent direct targets of PIF3-induced expression. Our RT-qPCR analysis of the expression patterns of selected genes from this subset, in all *pif* triple-mutant combinations, confirms that all four quartet members display such intra-subfamily differential activity toward individual genes in this set. Moreover, this analysis shows, conversely, that the individual PIF proteins induce differential levels of transcription in each different gene (Figure 5A). The three-dimensional response surface generated by this comparison (Figure 5B) suggests that this pattern may be iterated across all PIF-regulated genes genome wide, and points to the potential for considerable signaling and regulatory complexity at the PIF-target-gene interface.

Because it has been shown that all four PIF-quartet members bind robustly to the G-box motif [4]–[9], it appears likely that many of the direct targets of PIF3 transcriptional regulation are also direct targets of these other PIFs [5], [6], and that the shared activation of genes by the individual quartet members observed here will involve some degree of shared occupancy of these binding sites by the different PIFs. This may also apply to the newly discovered PBE-box motif, as there is recent evidence that PIF4 also recognizes this motif [21]. However, there is also evidence of potential divergence in motif recognition, as PIF5 was shown in the same report not to bind to the PBE-box motif [21]. The prominent contribution of PIF1 to the transcriptional activation of many of the genes examined here (Figure 5), despite its apparent considerably lower expression level than PIF3 (Figure 6F), is particularly intriguing in this respect, as this may imply that PIF1 may dominate promotion of target gene expression in dark-grown seedlings.

Comparison of the genes identified here as direct targets of PIF3 transcriptional activation (Class Z and YZ1.5 genes), with those previously identified as being rapidly (within 1 h) repressed by initial exposure of dark-grown seedlings to red light [17], has defined an overlapping subset of 21 genes (22 including *PIL1*) (Table 1). The evidence is strong, therefore, that these 22 genes form a core set that are directly transcriptionally activated by PIF3 in darkness and repressed in light, at least in part, by direct, photoactivated-phy-induced PIF3 degradation. Moreover, because all of these genes are also transcriptionally activated, either collectively (Table 1 and Table S11), or individually (Figure 5A and 5B) by PIF1, 4 and/or 5 in darkness, it appears likely that these PIFs share similarly directly in the light-reversible trans-activation of this core gene-set via photoactivated-phyB-induced degradation of the PIF-trio members.

The predicted or established functional diversity of the PIF direct-target genes identified here (Figure S5) suggests that PIF3 and/or one or more other PIF-quartet members act pleiotropically to directly regulate the transcription of a diversity of genes involved in a spectrum of cellular processes that sustain the skotomorphogenic developmental pathway. Consistent with previous analyses [3], [11], [17], [21], the PIF-induced genes are strikingly enriched for transcription-factor-encoding loci (40% of the annotated genes in this set). These data support the proposition, therefore, that the PIFs regulate an extensive transcriptional network via direct activation of a battery of primary target-genes in a hierarchal transcriptional cascade [20]. Because the encoded target-proteins represent multiple major classes of transcription factors (including bHLH, homeobox, bZIP, ARF, AUX/IAA, AP2-EREBP, BBX and TCP), it appears likely that they act concomitantly to activate multiple, diverse downstream pathways in parallel. Interestingly, however, many apparent PIF direct-target genes are involved in other cellular processes (including cytokinin metabolism, auxin-responsiveness, protein phosphorylation and cell-wall metabolism), suggesting a more immediate mode of PIF regulation of these processes.

A central issue in understanding mechanisms of eukaryotic transcriptional regulation is how members of large transcription-factor families, with conserved DNA-binding domains (such as the 162-member *Arabidopsis* bHLH family [46]), discriminate between target genes [22], [30], [47]. However, the specific question of whether, and to what extent, closely-related sub-family members, with potential overlapping functional redundancy (like the PIF quartet), share regulation of target genes through shared binding to promoter-localized consensus motifs, does not appear to have been widely investigated [31]–[34]. Our data, together with those of others [21], [24], provide evidence suggesting that the PIF quartet members share directly in transcriptional activation of numerous target genes, potentially via redundant promoter occupancy, in a manner that varies quantitatively from gene to gene (Figure 7). This finding suggests that these PIFs function collectively as a signaling hub, selectively partitioning common upstream signals from light-activated phys at the transcriptional-network interface. Definition of the mechanistic basis and functional consequences of this apparent complexity will require further investigation.

**Figure 7:**
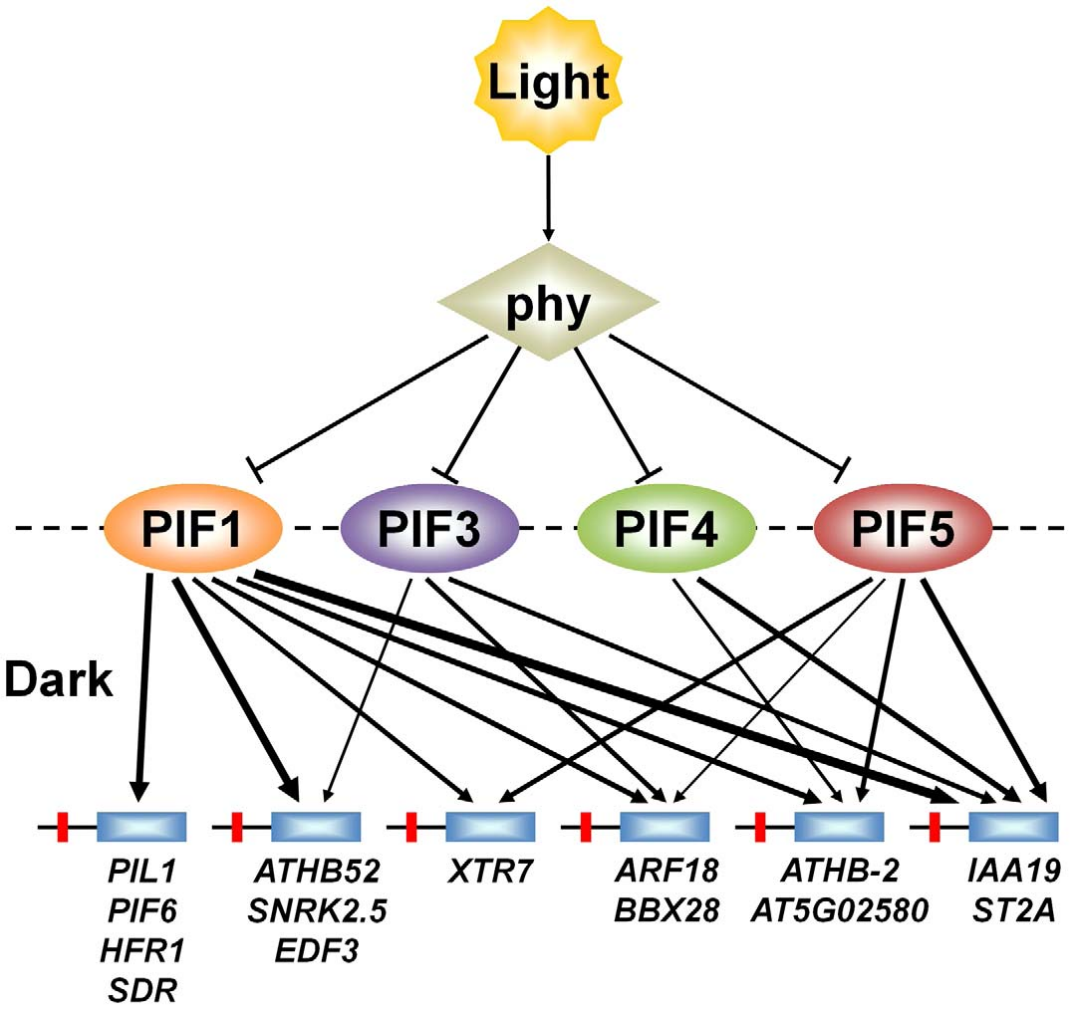
PIFs direct differential light-signal channeling to the phy-regulated transcriptional network. Model depicting proposed quantitatively differential partitioning of transcriptional activation activity to shared direct-target genes, both by and between individual PIF-quartet members. Arrows represent the presence or absence and relative level (line thickness) of shared transcriptional activation of different direct-target genes by the individual PIFs in the dark. This representation is based on the data in Figure 5A and 5B. Light-activation of phy photoreceptors induces rapid proteolysis of the PIFs, reversing this transcriptional activity.

## Materials and Methods

### Plant materials and growth conditions

The Colombia-0 ecotype of *Arabidopsis thaliana* was used for all experiments. The *35S:6×His-PIF3-5×MYC* (P3M) transgenic line [48], *pif3* [18], *pif1pif4pif5* (*pif145*) [11], *pif1pif3pif4* (*pif134*), *pif1pif3pif5* (*pif135*), *pif3pif4pif5* (*pif345*), and *pif1pif3pif4pif5* (*pifq*) [2] were as described.

Stratified seeds were irradiated with WL at 21°C for 3 h to induce germination, followed by a FR pulse for 15 min to suppress pseudo dark effects [2], and grown in darkness at 21°C for 2 d before harvest.

### ChIP–seq

The ChIP assay was performed using about 2 g of *Arabidopsis* 2-d-old dark-grown whole seedlings as described [49] under green safelight. Polyclonal anti-MYC antibodies (Abcam, ab9132) were used with BSA-blocked Protein G Agarose beads (Millipore) to immunoprecipitate the P3M-DNA complex. Wild-type *Arabidopsis* seedlings grown under the same conditions were used as the negative control following the same assay procedure.

The ChIP-seq library was constructed according to Illumina's instructions (www.illumina.com) with some modifications. Four ChIP samples from technical replicates of each biological replicate were pooled together and concentrated to increase the starting amount of DNA. The end repair of DNA fragments was performed using End-It DNA End-Repair Kit (Epicentre). The A-tailing was added to the end-repaired DNA fragments using Klenow Fragment (NEB), and then Illumina's PE adapters were ligated by T4 DNA Ligase (Promega) at 16°C overnight. The adapter-ligated DNA fragments in the 200–300 bp size-range were selected by the gel purification, and then were amplified using Phusion High-Fidelity DNA Polymerase (NEB) with the Illumina PE PCR primer set. The library was purified using an Agencourt AMPure XP system (Beckman Coulter Genomics), and then validated by Bioanalyzer 2000 (Agilent).

The parallel libraries from P3M and WT ChIP samples were assayed by single-end sequencing on an Illumina GAIIx platform. The 36-nt reads were aligned to the TAIR9 assembly of the *Arabidopsis* genome using Bowtie [50] with up to 2 mismatches allowed. Only reads mapped uniquely to the nuclear genome with the lowest number of mismatches were retained for binding-peak identification. To increase the uniformity of read-counts across biological replicates, two technical-replicate sequencing runs were performed on the 4 libraries from the 1st and 2nd ChIP experiments (two of the four biological replicates). The aligned reads from the two technical sequencing replicates of each library were combined and processed as single biological replicate data.

The statistical identification of PIF3-binding peaks was performed separately for each biological replicate using MACS [35] with the default 10^−5^ P-value cutoff. MACS analysis was customized to ensure a more uniform analysis across biological replicates, and to decrease the size of the window for detecting background enrichment (due to the small size of the *Arabidopsis* genome) by employing modified parameters (gsize = 1.1e8, bw = 100, nomodel, shiftsize = 50, slocal = 1000, and llocal = 2000).

Four independent biological replicates of ChIP-seq data were collected, and replicate-specific binding peaks, identified in at least one other replicate, were defined as reproducible, if the distance between the summits of each replicate were less than 100 bp. For each reproducible peak, a mean summit position was assigned as the average position of the individual replicate-specific summits, and the PIF3-binding sites were defined as the 201 bp windows centered at each reproducible mean-summit position.

*De novo* PIF3-binding motif discovery was performed on the 201-bp defined binding sites using MEME [36], and the enrichment significance of identified G-box and PBE-box motifs beyond the genome background was quantified by 100 random simulations, where in each simulation 1064 randomly selected genomic regions of the same size were searched for the occurrence of each motif. The tight association of PIF3 binding with a specific motif was defined as the distance between the peak summit and the closest motif less than 100 bp.

Definition of the closest neighboring genes to each binding peak was approached by scanning the regions within +/−5 kb centered at each peak summit, using CisGenome [51], and the potential target genes downstream of each summit with no intervening genes were selected manually.

### RNA–seq

Total RNA was extracted from 2-d-old dark-grown seedlings using QIAshredder column and RNeasy Plus Mini Kit (Qiagen) according to the manufacturer's instructions. The sequencing library construction was adapted from 3′-end RNA-seq protocol [52]. The mRNA was fractionated from 20 µg of total RNA using Dynabeads Oligo (dT)_25_ (Invitrogen), and fragmented using Fragmentation Reagents (Ambion) at 70°C for 2.5 min in 20 µl of reaction. The polyA-tailed 3′-end fragments were captured by another run of mRNA purification as described above, and then treated by Antarctic Phosphatase (NEB) and T4 Polynucleotide Kinase (NEB) at 37°C for 1 h and 2 h, respectively. The sample was purified using RNeasy MinElute Cleanup Kit (Qiagen) according to Illumina's protocol. The eluted mRNA fragments were ligated with 2.5 µM of Illumina's SRA 5′ adaptor by T4 RNA Ligase 1 (NEB) at 20°C for 4 h. The 3′ cDNA adapter derived from Illumina's v1.5 sRNA 3′ adapter was conjugated with the anchored oligo (dT)_20_ primer, and introduced through reverse transcription using the SuperScript III First-Strand Synthesis System (Invitrogen). The first-strand cDNA was purified using the Agencourt AMPure XP system, and then amplified by PCR reaction using Phusion High-Fidelity DNA Polymerase with Illumina's sRNA PCR primer set. The size of purified library DNA was validated by Bioanalyzer 2000.

Libraries from the 1st biological replicate were assayed by 36-cycle single-end sequencing on the Illumina GAIIx platform, while libraries from the 2nd and 3rd biological replicates were assayed by 50-cycle single-end sequencing on the HiSeq2000 platform. For consistency, only the 5′-end 36-nt trimmed reads from the 2nd and 3rd replicates, as well as the full-length 36-nt reads from the 1st replicate, were aligned to the TAIR9 representative transcriptome using Bowtie with zero mismatches allowed. Only reads mapping uniquely to the 3′-end 500-bp region of the coding strand were counted for gene expression. Differentially expressed genes were identified using the edgeR package [53], and SSTF genes were defined as those that differ by ≥2-fold with an adjusted P value ≤0.05 as described [17].

### *In vitro* protein–DNA binding assay

The recombinant protein GST-PIF3-Flag and the GST control were purified from *E. coli* as described previously [9]. DNA probes were generated by annealing a 5′ biotinylated oligonucleotide (IDT) to a complementary unmodified oligonucleotide (IDT). The complementary oligonucleotides were diluted in annealing buffer (10 mM Tris-HCl (pH 7.5), 50 mM NaCl, 1 mM EDTA) to a final concentration of 40 µM, heated to 95°C for 5 min, and cooled down slowly (0.1°C/second) to 12°C. The same procedure was followed to generate unmodified dsDNA fragments for competition assays. Probes are listed in Table S13.

The DPI-ELISA assays were performed as described [38]. Biotinylated probes were bound to Reacti-Bind Streptavidin High Binding Capacity Coated 96-Well Plates (Thermo Scientific) by applying 2 pmol/well of the probes in TBS-T buffer (20 mM Tris-HCl (pH 7.5), 180 mM NaCl, 0.1% (v/v) Tween 20) for 1 h at 37°C. The wells were blocked with 5% (w/v) non-fat dry milk in TBS-T buffer for 30 min, and then incubated with 100 ng of GST-PIF3-Flag or GST for 1 h. For competition assays, 2, 10 or 50 pmol/well of the unlabeled probes were added at the same time with the proteins. After incubation, the wells were washed 3 times with TBS-T/PBS-T buffer, and then were incubated with 1∶2000 diluted THE GST Antibody [HRP] (GenScript, A00866) in PBS-T buffer for 1 h. The wells were then washed twice with PBS-T and PBS buffers, respectively, after incubation. The protein binding was detected by adding the OPD solution (Thermo Scientific), and the reaction was stopped by 2.5 M sulfuric acid. The color extinction was measured at 490 nm, using 650 nm as a reference wavelength in the ELISA reader.

The EMSA assays were performed as described [9]. 100 ng of recombinant proteins and the biotinylated DNA probes were used in each assay. Gel electrophoresis using native 5% PAGE gel in ice cold 0.5× TBE buffer (280 V, 15 min) was followed by wet-transfer electro blotting to Biodyne B Nylon membrane (Pierce) in 0.5× TBE buffer (80 V, 1 h). The Lightshift Chemiluminescent DNA EMSA kit (Pierce) was used for detection of the biotinylated probes according to the manufacturer's instructions.

### Quantitative PCR (qPCR)

RT-qPCR was performed as described [17]. Each PCR reaction was repeated at least twice, and the mean value of technical replicates was recorded for each biological replicate. Data from biological triplicates were collected, and the mean value with standard error is represented in the bar graphs. Primers and gene accession numbers are listed in Table S13.

### Construction of *pPIL1:LUC* and *pPIF:GUS* transgenic plants

The 1.8 kb *PIL1* promoter region (*pPIL1*) upstream of the ATG was amplified by PCR using the pPIL1-F1/R1 primer set, and then the *Xho*I/*Eco*RI fragment was cloned into the pBluescript II SK (pBSK) vector (Stratagene) to produce pBSK-pPIL1. The G-box mutations were introduced by two-step PCR amplification (using pPIL1-F7/R7, pPIL1-F8/R8, pPIL1-F9/R9, and pPIL1-F10/R10 primer sets), and the *Xho*I/*Mfe*I fragment from the pPIL1-F1/R5 primer set was cloned to replace the unmutated fragment of pBSK-pPIL1 to produce pBSK-mpPIL1. The *Hind*III/*Bam*HI fragment containing the omega-LUC+-rbcS terminator from the pENTR/D-TOPO\arGIp::LUC+ construct was cloned into pBSK-pPIL1 and pBSK-mpPIL1, respectively, to produce pBSK-pPIL1:LUC and pBSK-mpPIL1:LUC. The CDS of Renilla Luciferase (*RLUC*) was amplified by PCR using the Rluc-F1/R1 primer set, and then the *Nco*I/*Pml*I fragment was cloned into the pCAMBIA1302 binary vector to produce pC1302-35S:RLUC. The *Pst*I/*Sac*I fragments from pBSK-pPIL1:LUC and pBSK-mpPIL1:LUC were then sub-cloned into pC1302-35S:RLUC to produce pC1302-pPIL1:LUC-35S:RLUC (*pPIL1:LUC*) and pC1302-mpPIL1:LUC-35S:RLUC (*mpPIL1:LUC*), respectively.

The 2.5–3.0 kb promoter regions upstream of the ATG of *PIF3*, *PIF4* and *PIF5* were amplified from *Arabidopsis* (Col-0 ecotype) genomic DNA by PCR using the TOPO-PIF3p-LP1/RP1, TOPO-PIF4p-LP1/RP1 and TOPO-PIF5p-LP1/RP1 primer sets, respectively. The PCR products were cloned into the pENTR/D-TOPO vector (Invitrogen) to produce the pPIF3, pPIF4 and pPIF5 entry clones. For the *PIF1* promoter, the first 2 kb fragment upstream of the ATG was amplified by PCR using the TOPO-PIF1p-LP3/RP1 primer set, and then was cloned into the pENTR/D-TOPO vector to produce the intermediate entry clone. The second fragment of 2–4 kb upstream of ATG was amplified using the NotI-PIF1p-LP/XcmI-PIF1p-RP primer set, and then the *Not*I/*Xcm*I fragment of the PCR product was subcloned into the intermediate entry clone to produce the pPIF1 entry clone. All four entry clones were subcloned into the gateway compatible pGWB3 binary vector [54] using Gateway LR Clonase II Enzyme Mix (Invitrogen) to produce *pPIF:GUS* constructs.

The constructs were transformed into *Arabidopsis* plants as described [55], and the individual transgenic lines were selected on MS medium containing 25 mg/L of Hygromycin B (Invitrogen).

### Luciferase assay

The 2-d dark-grown seedlings of independent transgenic lines were ground in liquid nitrogen, and total protein was extracted in LUC extraction buffer (1× PBS, 4 mM EDTA, 2 mM DTT, 5% glycerol, 1 mg/ml BSA, 2 mM PMSF and 1× complete protease inhibitor cocktail (Roche) at 3× w/v) as described [7]. 20 µl of the supernatant were used to measure the LUC and RLUC activity using a Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer's instruction. The relative expression of *LUC* was represented by its enzyme activity compared to the RLUC internal control.

### Histochemical GUS staining

Histochemical GUS staining assays were performed on 2-d-old dark-grown seedlings as described [56] using a modified substrate buffer (1× PBS (pH 7.0), 1 mM K_3_Fe(III)(CN)_6_, 0.5 mM K_4_Fe(II)(CN)_6_, 1 mM EDTA, 1% Triton X-100, 1 mg/ml X-gluc). Data of biological triplicates were collected from two independent transgenic lines, and representative images are shown for each transgene.

### Accession number

ChIP-seq and RNA-seq data reported in this study have been deposited in the Gene Expression Omnibus database under the accession number GSE39217.

## Supporting Information

Figure S1 ChIP-qPCR validation of PIF3-binding sites. (A–C) PIF3-binding sites containing the G-box (A), PBE-box (B), or both motifs (C) were validated using independent ChIP-qPCR tests. Sites are named according to adjacent genes. The relative enrichment level is presented as the percentage of input-control DNA that is immunoprecipitated for the P3M and WT samples. Data are presented as the mean of biological triplicates +/− SEM.
(TIF)

Figure S2 EMSA assays of PIF3 *in vitro* binding to the G-box and PBE-box motifs. EMSA assays show that the recombinant GST-PIF3 protein (Lane 3), but not GST by itself (Lane 2), specifically binds to the wild-type (WT) biotinylated G-box and PBE-box probes. For probes containing single G-box or PBE-box motif (*PIL1a*, *PHYB*, *IAA2*, *IBH1* and *AT4G30410*), the cold competitor probes mutated at the motif (mut; Lane 5) did not exhibit competitive effects similar to the WT competitor (Lane 4). For probes containing two G-box motifs (*PIL1b* and *RGA1*), the mut probes at either one motif (Land 6 and 7) showed competitive effects similar to the WT probes (Lane 4), whereas the mut probe at both motifs (Lane 5) did not show efficient competition. The *ATHB-2* probe contains one G-box and one PBE-box motif separated by 5 bp. The mut probe at only the G-box (Lane 6) displayed no competition, as did the probe mutated at both G-box and PBE-box motifs (Lane 5), while the mut probe at only PBE-box motif (Lane 7) showed a competitive effect similar to the WT probe (Lane 4). ^1^ both G-boxes mutated, ^2^ only 1st G-Box mutated, ^3^ only 2nd G-Box mutated, ^4^ G-box and PBE-box mutated, ^5^ only 1st PBE-box mutated.
(TIF)

Figure S3 RT-qPCR validation of PIF3- and PIF-quartet-regulated genes. (A and B) The orange horizontal bar graphs show the relative PIF3-induced expression of 19 Z-Class (A) and 88 Y-Class (B) PIF-induced genes as determined by RNA-seq analysis. The relative PIF3-induced expression value was calculated as the ratio of the level in the *pif145* mutant compared to that in the *pifq* mutant (*pif145/pifq*), and the genes are arrayed according to this ratio. We assayed the expression patterns of 12 (A) and 20 (B) genes in each class using RT-qPCR, and the expression relative to WT was normalized to the *PP2AA3* internal control, for the *pif3*, *pif145* and *pifq* mutants. The data are presented as the mean of biological triplicates +/− SEM in the vertical bar-graph boxes, compared to the RNA-seq data for these genes. Genes highlighted-in-red exhibited statistically-significant differences between *pif145* and *pifq* in the RT-qPCR tests, by Student's *t*-test (*P*<0.05) (indicated by red star above the *pif145* bar), while genes highlighted-in-blue did not. Data from RNA-seq are shown as the fold-change determined by the edgeR package in each *pif* mutant compared to WT. The internal percentage values in each box represent the relative contribution of PIF3 to the total PIF-quartet-induced transcription for each tested gene, as shown in Figure 5.
(TIF)

Figure S4 Relative contribution of PIF3 and the PIF1/4/5-trio to the collective regulation of the PIF quartet. The relative contribution of PIF3 and the PIF1/4/5-trio to the collective regulation of the PIF quartet is plotted for the 107 PIF3-bound, PIF-induced genes (Classes Y and Z). The degree of collective regulation by the PIF quartet is defined as the difference in expression between *pifq* and WT. The separate activities of PIF3 and the combined PIF1/4/5-trio, are defined as the differences in expression between *pif145* and *pifq*, and between *pif145* and WT, respectively. The relative contribution is then defined as the percentage of the collective PIF-quartet regulation contributed by the separate activities of PIF3 and the combined PIF1/4/5-trio, respectively.
(TIF)

Figure S5 Functional categorization of PIF3-bound, PIF-regulated genes. (A) The total PIF3-bound, PIF-regulated genes identified by integrating our ChIP-seq and RNA-seq analyses (Classes X, Y and Z) were assigned to functional categories, color-coded as shown. This assignment was based on the Gene Ontology annotations for biological and/or molecular function in the TAIR database. The percentage of the total annotated genes within each category was calculated after excluding the genes annotated as having unknown function. (B) PIF-induced and PIF-repressed genes in Classes X, Y and Z were assigned separately to the functional categories as described in (A). The first numbers in parentheses represent the genes with functional annotation, and the second numbers represent the total genes in each class.
(TIF)

Figure S6 Correlated PIF3-binding and PIF-regulation of eight M-class genes. (A–H) Visualization of ChIP-seq and RNA-seq data in the genomic regions encompassing *TCP15* (A), *IAA29* (B), *ATHB52* (C), *CKX5* (D), *XTR7* (E), *SNRK2.5* (F), *AT5G02580* (G), *and SDR* (H), respectively. The ChIP and RNA tracks show the pile-up distribution of the combined raw reads from four biological replicates of ChIP-seq data and three replicates of RNA-seq data, respectively. P3M- and WT-ChIP: DNA immunoprecipitated from PIF3-Myc-expressing and from wild-type seedlings, respectively. WT-, *pif3-*, *pif145-* and *pifq*-RNA: RNA from genotypes used for expression analysis. Binding Site: 201 bp defined as the PIF3-binding site. Summit, predicted PIF3-binding center defined from the binding-peak maximum. G- and PBE-box: Vertical lines indicate motif positions.
(TIF)

Figure S7 Comparison of potential direct targets of PIF3, PIF4 and/or PIF5. (A) Venn diagram shows overlap of genes associated with PIF3, PIF4 and/or PIF5 binding sites. (B) Venn diagram shows PIF-quartet-regulated genes bound by PIF3, PIF4 and/or PIF5.
(TIF)

Table S1 List of PIF3-binding peaks from four ChIP-seq replicates. (A) List of PIF3-binding peaks from the 1st replicate. (B) List of PIF3-binding peaks from the 2nd replicate. (C) List of PIF3-binding peaks from the 3rd replicate. (D) List of PIF3-binding peaks from the 4th replicate.
(XLS)

Table S2 List of reproducible PIF3-binding sites.
(XLS)

Table S3 List of PIF3-bound genes.
(XLS)

Table S4 List of SSTF genes from *pifq*/WT comparison (PIF-quartet-regulated genes).
(XLS)

Table S5 List of SSTF genes from *pif3*/WT comparison (PIF3-regulated genes (loss-of-function)).
(XLS)

Table S6 List of SSTF genes from *pif145*/WT comparison (PIF1/4/5-trio-regulated genes (loss-of-function)).
(XLS)

Table S7 List of SSTF genes from *pifq*/*pif145* comparison (PIF3-regulated genes (gain-of-function)).
(XLS)

Table S8 List of SSTF genes from *pifq*/*pif3* comparison (PIF1/4/5-trio-regulated genes (gain-of-function)).
(XLS)

Table S9 Composite list of PIF3-regulated genes.
(XLS)

Table S10 Composite list of PIF1/4/5-trio-regulated genes.
(XLS)

Table S11 List of PIF3-, PIF4 and/or PIF5-bound, PIF-regulated (Class X, Y and Z) genes.
(XLS)

Table S12 List of rapidly-light-regulated W-class genes.
(XLS)

Table S13 List of oligonucleotides used in this study. (A) List of ChIP-qPCR primers. (B) List of RT-qPCR primers. (C) List of cloning primers. (D) List of *in vitro* binding probes.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

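The data used here are 4 lists of PIF3-binding peaks, 1 for each biological replicate, that the authors made from 8 ChIP-seq libraries of dark-grown seedlings. Per the authors, reads were processed with CASAVA 1.7.0 and aligned to TAIR9 with Bowtie 0.12.7, and peaks were called with MACS 1.4.0rc2 in each P3M library against the WT library of the same replicate. The count of tags in each peak is deposited by the authors as made by MACS from the uniquely aligned reads of the P3M library. The fold enrichment of each peak was computed by the authors with MACS as the tags at the summit over the local background, and is used as deposited. The score of each peak is, as deposited by the authors, -10 times the logarithm to base 10 of the MACS p-value, and the false discovery rate in percent beside it was likewise computed with MACS. None of these values was rescaled or pooled over replicates. Between replicates, medians and shares of the lists were set side by side in Dixon's test, which cannot see a split of 2 replicates against 2 and is not used in the text, and the rank of the p-value within each replicate was averaged to choose the leading 10 sites. The read files and the genome-wide coverage were not used here.

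Summits less than 100 bp apart were joined along each chromosome, and a group with summits from at least 2 replicates made a site, centred on the mean summit and 201 bp long. The G-box was CACGTG and the PBE-box CACATG on either strand, within less than 100 bp of the mean summit. Sequence and genes came from the RefSeq copy of TAIR10.1, with 37899 annotated nuclear genes. The TAIR9 annotation was not used here, and how the annotations differ was not measured. A gene counted as PIF3-bound if its TSS lay within 5 kb downstream of an intergenic site that held a G-box or a PBE-box, with no other annotated gene between. The authors finished this step by hand, and here it followed the written rule only. Classes of PIF-regulated and light-regulated genes are the paper's own calls, and the RNA-seq, RT-qPCR and ChIP-qPCR measurements were not analysed here.

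Random windows were drawn 100 times from the nuclear genome, as many at a time as there were sites. Alternatives required 3 replicates, kept only peaks at a p of 1e-10 or lower, left out each replicate in turn, changed the joining distance or joined overlapping peaks, used random intergenic windows or smaller windows, counted only protein-coding genes, or set the TSS limit to 3 kb. Lists of summits were shifted around each chromosome 1000 times, and differences of medians were tested with 100000 resamples. MEME was not installed, and a count of all sequences of 6 bases took its place. Calculations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The procedure was checked on simulated data: all 300 planted sites were found among 307 called, and 428 of 428 positions placed upstream of a gene were given to that gene.

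The main settings, their alternatives and 14 gene lists were written down before the data were examined, after the paper was read. Genes are named in the passages if the paper names them at a claim about PIF3 binding, in its text, in Table 1 or among its ChIP-qPCR regions, if they are bound members of a gene list, or if they lie next to the 10 sites with the best mean rank of the authors' p-value among those in all 4 replicates. *GolS3*, *PSBQ-2*, *ACHT4*, *RAV1*, *BAM1*, *AT5G28300* and the other genes of Table S12, *BEE3*, *RHA2B*, *MYB10*, *AT4G37480* and the non-coding genes *AT5G01275*, *AT5G06985*, *AT3G09365*, *AT5G08095*, *AT2G09405* and *AT2G04015* are outside this rule and were chosen after the values were seen.

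The gene lists cover light signaling, Aux/IAA, auxin biosynthesis, HD-Zip II, gibberellin, brassinosteroid, photosynthesis and chlorophyll, circadian clock, cell wall growth, B-box (BBX), abscisic acid, ethylene, cytokinin and housekeeping controls. Of their 278 members, 274 were kept; COR28 of the circadian clock list and EF1A, SAND and TIP41 of the housekeeping list were left out because the symbol was not the annotated one. Counted by list in that order, 3, 6, 2, 3, 4, 5, 1, 2, 3, 3, 5, 0, 2 and 2 members were bound, and 10 lists passed an adjusted p of 0.05 in Fisher's exact test.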

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

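The tests on sites inside genes were chosen only after the results were seen.

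Peaks found in only 1 replicate, which the paper leaves out of its analysis, often lie at the same motifs as the reproducible sites. A peak counts as such if no summit of another replicate lies less than 100 bp away, so its interval may still overlap a peak of another replicate. Joining overlapping peaks gave 1150 sites in place of 1064, and the share of these peaks with such an overlap was not counted. A G-box lay less than 100 bp from the summit of 24.1% of such peaks in replicate 1 (51 of 212), 14.9% in replicate 2 (251 of 1690) and 19.5% in replicate 4 (409 of 2095), each above the highest of 100 random sets (6.13%, 3.31% and 3.15%). In replicate 3, 6.10% of 82 peaks held one, under the highest random set of 9.76%. A PBE-box lay at 25.5%, 15.2%, 36.6% and 22.9% of the single-replicate peaks of replicates 1 to 4, with 14.6%, 11.2%, 18.3% and 10.7% in the highest random sets. Either motif lay at 43.4%, 27.6%, 41.5% and 38.9% of them. Intergenic sequence composition is argued against as the reason, since random intergenic windows reached at most 20.3%, 15.0%, 22.0% and 15.1%, below the share of the peaks in 4 lists of 4. In 4 lists of 4, single-replicate peaks reached a p of 1e-10 less often than shared peaks (6.13% against 42.6%, 11.4% against 46.9%, 17.1% against 42.1% and 39.6% against 79.8%; Fisher's exact p of 4.0e-25, 6.6e-84, 1.1e-05 and 8.6e-102). Peaks found again are the stronger ones by selection and false peaks would be weak as well, so weak sites near the authors' p cutoff and background cannot be told apart by this. When the lists were first reduced to peaks at a p of 1e-10 or lower, 15 of 25, 126 of 255, 7 of 17 and 620 of 1219 peaks in only 1 replicate had a G-box or a PBE-box in replicates 1 to 4. These sets also hold peaks of reproducible sites whose partners did not reach that p. Of the single-replicate peaks of the full lists, 13, 192, 14 and 830 reached it, and their motif share was not computed apart. How many of all the single-replicate peaks are true sites remains open.

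Sites inside genes of the annotation used here hold the motifs as well. The paper assigns bound genes from intergenic sites only, but 200 of these sites are not marked as intragenic in Table S2, so the paper did not set them aside. Of 303 such sites, 64.0% have a G-box or a PBE-box, against 11.8% on average and 16.5% at most in 100 random sets of as many nuclear windows (5.43-fold, one-sided permutation p = 0.0099, the smallest possible). These sites include 163 in 5′ UTRs, 52 in non-coding genes or pseudogenes and 41 in coding sequence, and the motif share of each class was not computed. The random windows came from the whole nuclear genome and were not matched to genes. *BEE1*, *BEE3* and *IAA2* have such a site in their coding sequence in all 4 replicates. The 64.0% is lower than the 76.0% of intergenic sites (odds ratio 0.564, Fisher's exact p = 1.3e-04), and 12.2% of the sites in genes were present in all 4 replicates against 18.1% of the intergenic ones. No explanation of this difference was tested.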

How the results depend on the processing

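The settings with coding spans as genes, with protein-coding genes only for the gene lists and with G-boxes counted on each strand were tests chosen only after the results were seen.

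No paired analysis was possible because each peak list is already a comparison of a P3M library with the WT library of the same replicate number, and the only values of single libraries used here are tag counts of the P3M libraries in their own peaks, with none for WT.

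Counts depend on the number of replicates and on peak strength. The 1064 reproducible sites became 446 when 3 replicates were required and 418 with peaks at a p of 1e-10 or lower, and ranged from 511 to 925 when each replicate was left out in turn (659 without replicate 2, 511 without replicate 4). The intergenic motif sites became 286 and 258 in the same settings, and 318 to 522 with a replicate left out (318 without replicate 4). PIF3-bound genes became 341 and 300, and 381 to 630 with a replicate left out (445 without replicate 2, 381 without replicate 4). Joining summits less than 50 or 200 bp apart gave 995 and 1106 sites. The 618 sites present in only 2 replicates drop out by definition when 3 are required. Replicate 4 had a peak at 994 of the 1064 sites and replicate 2 at 827, more than the other replicates, so leaving either out removes the most sites. Why the replicates differ in their number of peaks was not tested.

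The difference in the authors' fold between peaks with only a PBE-box and peaks with neither motif was no longer past the threshold when only reproducible peaks were used in replicate 1 (0.335, permutation p = 0.1) and in replicate 4 (0.31, permutation p = 0.22). It stayed past it in replicates 2 and 3.

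The photosynthesis and chlorophyll list turned from above to below its expected count: *PSY* was bound, but 0 members were bound when 3 replicates were required, and from 0 to 1 with a replicate left out. The circadian clock and cytokinin lists, with 2 bound members each, passed the threshold within 3 kb of the TSS, when 3 replicates were required and with any one replicate left out. The number of lists past it was 10 to 12.

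The shares of sites with a motif, motif clustering, the intergenic share (70.4% to 94.1%), the even spread over chromosomes (p from 0.193 to 0.478) and the overlap with PIF3-regulated genes (11 to 19) and with PIF1/4/5-regulated genes (50 to 99) kept their calls in every setting run.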

Differences from the paper's values

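The tests with coding spans as genes and with G-boxes counted on each strand were chosen only after the values were seen.

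The enrichment of the G-box over random windows was 22.4-fold in 201-bp, 36.7-fold in 101-bp and 55.2-fold in 51-bp windows, where Figure 1F shows about 11, about 18 and about 28 (read by eye). The other settings chosen in advance gave at 201 bp 17.6-fold (random intergenic windows) to 27.9-fold (3 replicates required), and none came within 1.5 times of the figure. The shares of sites with a G-box and the enrichment of the PBE-box did not differ by that measure. Counting the palindromic G-box once on each strand of the random windows, a setting picked because the values were near 2 times the paper's, divides each fold by 2 and gives 11.2, 18.3 and 27.6. Whether the paper counted in this way is not known here.

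The location of sites within genes differs from Figure 1B. Introns held 1.88% of the sites here and about 8% in the figure, coding sequence 3.85% and about 1.5%, 5′ UTRs 15.3% and about 1.5%, and 3′ UTRs 2.54% and about 0.7% (read by eye). No other setting was run for these shares. The intergenic share of 71.5% lies below the paper's 89%, though within 1.5 times of it. Of 948 sites not marked as intragenic in Table S2, 200 fall in a gene of the annotation used here: 142 in a UTR, 49 in a non-coding gene or pseudogene, 5 in an intron and 4 in coding sequence. With coding spans of protein-coding genes as the only genes, 94.1% of sites were intergenic. The paper names TAIR9 for the alignment of reads and does not say which gene models located the sites.

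The same difference carries over to genes. The paper counts 709 intergenic motif sites and 828 bound genes, and the counts here were 578 and 685, of which 610 genes are in Table S3. Neither count differs by more than 1.5 times. With coding spans as genes, 804 genes were bound, of which 748 are in Table S3. Of the 36 genes in Table 1, 27 were bound, 29 with protein-coding genes only and 32 with coding spans. For *KAI2*, the site lies in the 5′ UTR of the neighboring *AT4G37480*. For *RGA1*, the site 1558 bp upstream, present in all 4 replicates with 3 G-boxes, lies in the non-coding gene *AT2G04015*. *PIF6*, *PAR1*, *ATHB52*, *ARF18*, *CYS2*, *WNK3*, *ST2A*, *AT4G36010* and *AT4G35720* have a site nearby but none that meets the rule for a bound gene. Of the Class X and Z genes, the paper has 22 and 18 were found.

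For 23 sites, Table S2 marks replicates 1, 2 and 4, and the peak lists have a summit in replicates 1, 3 and 4; the mean summit and motif class of these and all other sites are the same in both.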

Other observations

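The tests of background positions for peaks with a false discovery rate of 100%, of stronger or steadier binding at Class Y and Z genes, of induced against repressed genes, and of sites without a motif against sites with one were chosen only after the results were seen.

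All 37 ChIP-qPCR regions outside the *PIL1* scan were located in the genome and overlap a reproducible site; 16 of these sites hold only G-boxes, 10 only PBE-boxes and 11 both, and 32 were present in all 4 replicates, 2 in 3 and 3 in 2. The *PIF6* region, counted among the last of these, overlaps 2 sites that together have a peak in all 4 replicates. Of the 12 regions of the *PIL1* scan, 3 overlap the site upstream of that gene. Over all sites, 16.4% were present in all 4 replicates, so that these regions say little about the sites found in 2 replicates.

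The HD-Zip class II genes carry more sites than the bound-gene rule counts. *HAT2* has sites 1465 and 2953 bp upstream, and *HAT3* sites 3565 and 5361 bp upstream, each with G-boxes and each present in all 4 replicates. *ATHB4* has sites 1845 and 3757 bp upstream, in 4 and 3 replicates. Of these, the nearer site of *HAT2*, the nearer site of *HAT3* and the farther site of *ATHB4* lie in non-coding genes.

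Coding sequences of several regulators hold a site in all 4 replicates: *BEE1* (which also has a promoter site 172 bp upstream), *BEE3*, *IAA2*, *RHA2B* and *MYB10*. The last of these has an E-box other than the G-box and the PBE-box.

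Within each replicate, the median of the authors' fold was higher at peaks with a G-box than with neither motif (5.32 and 3.76, 4.62 and 3.75, 4.84 and 3.76, 5.32 and 4.41 in replicates 1 to 4; permutation p = 1e-05 in each, the smallest possible), and peaks with only a PBE-box lay between (4.97, 4.24, 4.30 and 4.96). The difference between peaks with a G-box and with only a PBE-box passed the threshold in replicates 2, 3 and 4 but not in replicate 1 (0.35, permutation p = 0.076). With reproducible peaks only, it passed in replicate 3 alone (0.47, permutation p = 0.022) and not in replicates 1 (0.225, permutation p = 0.36), 2 (0.05, permutation p = 0.8) and 4 (0.57, permutation p = 0.053). The difference between peaks with a G-box and with neither also fell there in replicate 1, from 1.56 to 0.56 (permutation p = 0.022), and peaks with only a PBE-box were no longer past the threshold against neither motif in replicates 1 (0.335, permutation p = 0.1) and 4 (0.31, permutation p = 0.22).

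Most peaks of replicates 1, 3 and 4 carry a false discovery rate of 100% in the deposited tables: 673, 525 and 2164 of them, against 0 in replicate 2. That all of these are background positions is argued against by their motifs. A G-box or a PBE-box is held by 70.9%, 71.6% and 43.2%, above the highest random set (14.9%, 14.9% and 13.2%) in all 3 lists. A mixed set would exceed random windows too, so how many are background is not settled. In reproducible sites lay 68.5%, 84.4% and 17.9% of them. The other peaks of replicate 4 had 65.5% in such sites and 63.9% with a motif. In replicate 4, 32.3% of the peaks at a false discovery rate of 100% reached a p of 1e-10, and all of its other peaks did. MACS ranks peaks by p when it makes this rate, so that this comparison cannot show by itself whether they are weaker peaks, and what set the rate so high stays open.

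Class Y and Z genes had a site in all 4 replicates more often than the other bound genes of Table S3 (37 of 97, 38.1%, against 103 of 512, 20.1%; odds ratio 2.45, Fisher's exact p = 2.1e-04). The presence of a G-box is argued against as the reason, because the odds ratio was 2.38 among genes with a G-box site (Fisher's exact p = 0.0019). The number of G-boxes in a site was not held constant. The number of sites is argued against as well, because the odds ratio was 2.26 among genes with 1 site (Fisher's exact p = 0.0013). Stronger or steadier binding at PIF-regulated genes is a possible explanation, but presence in all 4 replicates is itself the measure of it, so the odds ratio of 2.45 cannot decide. Within Class Y, induced genes had such a site more often than repressed genes (41.8% against 7.69%, Fisher's exact p = 0.026). Over all bound genes, 207 sites were given 2 genes, and such a site counts once for each of them. Fisher's exact test takes the genes as independent, so the p-values of these comparisons are approximate.

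Sites with neither a G-box nor a PBE-box differ from their flanks in sequence, in part as the other sites do. Of these 292 sites, 225 (77.1%) were present in only 2 replicates and 16 in all 4, and 62.7% were intergenic. In them, 160 sequences of 6 bases were more frequent than in the flanks and 76 less frequent, among them CACATG, which is absent because of how the sites were chosen. Of the 160, 9 hold an ACGT core, as do 26 of all 2080 sequences. ATGGGC was in 31.5% of the sites and 3.77% of the flanks (8.36-fold, Fisher's exact test, adjusted p = 1.0e-25), and CCCATA, CATGGG and GGCCCA were more frequent than in the flanks too. Compared with the 772 sites that hold a G-box or a PBE-box, ATGGGC (31.5% against 18.0%, Fisher's exact test, adjusted p = 3.8e-04) and CCCATA (31.5% against 13.2%, Fisher's exact test, adjusted p = 9.6e-09) were more frequent, whereas no difference passed the threshold for CATGGG (20.5% against 18.4%) and GGCCCA (17.5% against 17.4%). What brings PIF3 to these sites was not tested.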
